# *Setd5* haploinsufficiency alters neuronal network connectivity and leads to autistic-like behaviors in mice

**DOI:** 10.1038/s41398-018-0344-y

**Published:** 2019-01-17

**Authors:** Spencer M. Moore, Jason S. Seidman, Jacob Ellegood, Richard Gao, Alex Savchenko, Ty D. Troutman, Yohei Abe, Josh Stender, Daehoon Lee, Sicong Wang, Bradley Voytek, Jason P. Lerch, Hoonkyo Suh, Christopher K Glass, Alysson R. Muotri

## Abstract

*SETD5*, a gene linked to intellectual disability (ID) and autism spectrum disorder (ASD), is a member of the SET-domain family and encodes a putative histone methyltransferase (HMT). To date, the mechanism by which *SETD5* haploinsufficiency causes ASD/ID remains an unanswered question. *Setd5* is the highly conserved mouse homolog, and although the *Setd5* null mouse is embryonic lethal, the heterozygote is viable. Morphological tracing and multielectrode array was used on cultured cortical neurons. MRI was conducted of adult mouse brains and immunohistochemistry of juvenile mouse brains. RNA-Seq was used to investigate gene expression in the developing cortex. Behavioral assays were conducted on adult mice. *Setd5*^+/−^ cortical neurons displayed significantly reduced synaptic density and neuritic outgrowth in vitro, with corresponding decreases in network activity and synchrony by electrophysiology. A specific subpopulation of fetal *Setd5*^+/−^ cortical neurons showed altered gene expression of neurodevelopment-related genes. *Setd5*^+/−^ animals manifested several autism-like behaviors, including hyperactivity, cognitive deficit, and altered social interactions. Anatomical differences were observed in *Setd5*^+/−^ adult brains, accompanied by a deficit of deep-layer cortical neurons in the developing brain. Our data converge on a picture of abnormal neurodevelopment driven by *Setd5* haploinsufficiency, consistent with a highly penetrant risk factor.

## Introduction

The SET domain-containing family of HMTs encompasses the largest group of writers to the histone methylation code and is characterized by an evolutionarily conserved 130 amino acid SET domain. Human *SETD5*, located on chromosome 3p, stretches 23 exons in its full transcript and encodes the SET domain-containing protein 5, a 1442 amino acid protein. Its primary structure is highly conserved across vertebrates. Its role in development in general, and CNS development specifically, is increasingly appreciated. In 2012, the Jenuwein group purified SETD5 from HeLa extracts from a protocol to isolate HMTs, and recombinant mouse Setd5 was found to have H3K9 HMT activity^1^. Osipovich et al. found that mouse Setd5 co-immunoprecipitated with the NCoR complex of transcriptional regulators, and that *Setd5*^*−/*−^ homozygous knockout animals were embryonic lethal beyond E11, due to multiple developmental defects including failure of neural tube closure and cardiac abnormalities^2^. Not only does SETD5 exert influence over critical elements of early development, but also it has been implicated in human neurodevelopmental disorders.

Converging evidence suggests that loss-of-function (LoF) mutations in *SETD5* cause neurodevelopmental defects in humans^3^. *SETD5* emerged as a candidate from bioinformatics analysis of a cohort of 996 patients in the United Kingdom with ID. Researchers found overlapping phenotypes in ID patients harboring heterozygous *SETD5* LoF mutations and the existing 3p microdeletion syndrome, which spans *SETD5* on the short arm of chromosome 3^4^. A subsequent study performing whole exome sequencing (WES) from a cohort of 250 ID patients found seven patients with missense, nonsense, splice-site, or microdeletion *SETD5* mutations^5^. This study attributed the microdeletion patients’ phenotype to nonsense-mediated decay (NMD) based on reduced *SETD5* mRNA transcript levels in HEK293 cells transfected with CRISPR/Cas9 guide-RNAs (gRNA) recapitulating the patients’ microdeletion^5^. Pinto et al. identified *SETD5* as a candidate autism spectrum disorders (ASD) susceptibility gene based on the discovery of de novo copy number variants (CNVs) observed in a cohort of 2446 ASD patient genomes^6^.

We took advantage of the *Setd5*^+/−^ heterozygous mouse as a model of Setd5 LoF. We hypothesized that LoF would be particularly pronounced in neurons from cerebral cortex, which is widely implicated in ASD pathogenesis^7^ and a cell type enriched in *SETD5/Setd5* expression^8^. To elucidate the role of Setd5 in nervous system development and its contributions to ASD/ID, we studied the morphological and electrophysiological features of dissociated cortical neurons, the molecular and transcriptomic signature underlying Setd5 reduction, neuroanatomical details of adult and developing brains, and finally, behavioral phenotypes of adult animals.

## Materials and Methods

### Primary cortical neuron culture

Primary cortical neurons were harvested from E18.5 or P0 animals as described previously^9^ and grown in vitro on glass. Ara-C was used to arrest proliferation of glial progenitors in neuronal cultures.

### Immunohistochemistry/immunocytochemistry

Mouse brain tissue for immunohistochemistry was collected by perfusion-fixation and frozen sections. Sections were permeabilized, blocked, and incubated in primary antibody solution overnight (Table 1), followed by a fluorescently-labeled secondary antibody and nuclei staining. For cells, they were fixed, permeabilized, blocked then incubated in primary antibody solutions overnight, followed by a fluorescently-labeled secondary antibody and nuclei staining. Neuron morphology was assessed by Neurolucida tracing. Synapses were quantified by the co-localization of pre- and post-synaptic puncta as previously described^10^. Cell death was quantified by TUNEL staining. For all assays, unstained controls were used to ensure no background GFP staining was observed in *Setd5*^+/−^ samples.

**Table 1:** List of all antibodies used in the study

Application	Antibody	Dilution	Manufacturer	Catalog
Immunocytochemistry	MAP2	1:2000	Abcam	5392
	CTIP2	1:500	Abcam	25B6
	VGLUT1	1:500	Synaptic systems	135011
	HOMER1	1:500	Synaptic systems	160003
	GFAP	1:1000	Dako	Z0334
	NEUN	1:1000	Millipore	377
	GAD65/67	1:1000	Abcam	11070
	GFP	1:1000	Abcam	290
Immunohistochemistry	BRN2	1:500	Santa Cruz	6029
	TBR1	1:500	Abcam	31940
	CTIP2	1:500	Abcam	25B6
	PSD95	1:500	Abcam	18258
	SATB2	1:500	Abcam	51502
Flow cytometry	CD24-PE	1:3000	Abcam	218742
	CD45-AF647	1:600	Biolegend	103124

### Electrophysiology

Primary cortical neurons were cultured on Axion Maestro multielectrode array (MEA) plates and spontaneous spike activity recorded serially starting at DIV. LFP computation was obtained by a custom MATLAB algorithm to calculate the power ratio at 1–10 and 100–150 Hz ranges. For imaging of calcium transient activity, cells were loaded with the calcium-sensing dye Fluo-4AM and spontaneous firing activity was recorded.

### Electroencephalogram

First, spontaneous EEG activity was recorded in awake behaving adult mice via hippocampal-implanted electrodes. Next, seizure threshold was assessed by measuring latency to epileptic spikes provoked by the convulsant PTZ.

### RNA-Seq/scRNA-Seq

Primary cortical neurons from E18.5 fetuses were extracted as described^11^. Once in single-cell suspension, they were stained with pan-neuronal marker CD24 and hematopoietic marker CD45 and sorted by fluorescence-activated cell sorting (FACS). Live neuronal cells were collected and RNA libraries prepared and sent for bulk RNA-Seq. Libraries were sequenced and gene ontology (GO) analysis conducted of differentially expressed genes. For single-cell (sc) RNA-Seq, the same sorting protocol was used, but cells were then used to create single-cell libraries prior to sequencing. t-SNE plots were generated and cells clustered. The most highly expressed genes and differentially expressed genes within the clusters were analyzed.

### Animals

The *Setd5*^GFP^ transgenic mouse^2^, hereafter referred to as the *Setd5*^+/−^ heterozygous knockout animal was used for all animal experiments in accordance with the Institutional Animal Care & Use Committee (IACUC) at UCSD and Cleveland Clinic.

### Neurologic and metabolic assays

Weight, grip strength, rotorod^12^, and composite neurological score^13^ were measured at age 10 weeks.

### Behavioral assays

Behavioral experiments were conducted 1 week apart to prevent test fatigue, using two independent cohorts. The open field test was conducted as described previously^12^. The Barnes maze was conducted as described previously^14^. The elevated plus maze was conducted as described previously^15^. Overnight nest building was performed as described previously^14^.

#### 3-chamber social interaction

The 3-chamber test was conducted as described previously^14,16^ in three subtrials: sociability (novel animal vs. empty), social novelty (novel animal vs. familiar), and social preference (cagemate animal vs. novel).

### Magnetic resonance imaging

Brain MRI was performed of fixed adult mouse skulls perfused with gadolinium-containing contrast aent as previously described^17^. The volume of various brain regions was assessed and compared by genotype.

### Microscopy

Fluorescent microscope images were acquired on a Zeiss Apotome microscope using Zen software.

### Statistics

Detailed statistical methods are included in the description of individual experiments. Statistical analysis was conducted with GraphPad Prism 7 software, generally by *t-*test or 2-way ANOVA with *α* = 0.05. A false discovery rate (FDR) significance value of 0.05 was used to for tests with multiple comparisons.

## Results

### Morphological alterations and hypoconnectivity in *Setd5*^+/−^ primary cortical neurons

Alterations in neuronal morphology and function were previously described for other ASD-related chromatin regulator genes^9^. Thus, we cultured primary cortical neurons harvested from P0 *Setd5*^+/+^ and *Setd5*^+/−^ animals in vitro for 24 days. Ctip2^+^ cells were selected for analysis as the predominant projection neurons in the cultures with extensive measurable arborization. WT (left) and het (right) neurons are depicted (Fig. 1b, scale bar 100 μm); when subjected to Sholl analysis, het neurons were found to have significantly fewer intersections with 10 μm concentric circles (F_1,1640_ = 169.8, *P* < 10^−4^, Fig. 1a). *Setd5*^+/−^ neurons also had significantly smaller soma size (257.7 ± 16.2 vs. 216.2 ± 11.19 μm^2^, *P* = 0.0461, Fig. 1c) and significantly reduced neuritic outgrowth (848.1 ± 62.41 vs. 452.2 ± 46.27 μm, *P* < 10^−4^, Fig. 1d) despite no significant differences in total neurite number (3.282 ± 0.127 vs. 3.091 ± 0.1649, *P* = 0.3545, data not shown). When stained by immunocytochemistry for the pre- and post-synaptic markers VGLUT1 and HOMER1, respectively, *Setd5*^+/−^ neurons had reduced density of colocalized pre- and post-synaptic puncta on MAP2^+^ neurites (11.16 ± 0.4508 vs. 7.569 ± 0.2818 puncta/50 μm, *P* < 10^−4^, Fig. 1e–g, scale bar 5 μm). To determine whether differences in cell viability contributed to the observed morphological differences, fixed cells were subject to terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL). No difference in percent apoptotic neurons was detected (14.57 ± 2.895 vs. 10.21 ± 2.254 percent, *P* = 0.3220, Fig. S1A). To determine whether *Setd5* LoF impacted excitatory:inhibitory balance, a purported aspect of aberrant network connectivity in ASD^18^, fixed cultures were stained for the excitatory and inhibitory markers VGLUT1 and GAD65/67, respectively. No differences in percent VGLUT1^+^ cells (77.09 ± 4.389 vs. 70.87 ± 3.457 percent, *P* = 0.2821, Fig. S1B) or percent GAD65/67^+^ cells (32.5 ± 4.22 vs. 38.52 ± 3.154 percent, *P* = 0.2700, Fig. S1B) were detected. To exclude any effects of culture heterogeneity on morphology and synaptogenesis observed in neurons, cell cultures were fixed and stained for the mature postmitotic neuron marker NeuN and glial marker GFAP, in which no differences in percent neurons (82.55 ± 3.10 vs. 80.72 ± 4.04 percent, *P* = 0.7181, Fig. S1C) or glia (17.45 ± 3.10 vs. 19.28 ± 4.04 percent, *P* = 0.7181, Fig. S1C) were observed. As a further inquiry into culture heterogeneity, no genotype-dependent difference in percent positive CTIP2^+^ neurons was detected (48.43 ± 3.40 vs. 51.60 ± 4.11 percent, *P* *=* 0.5571, Fig. S1D).

**Fig. 1:**
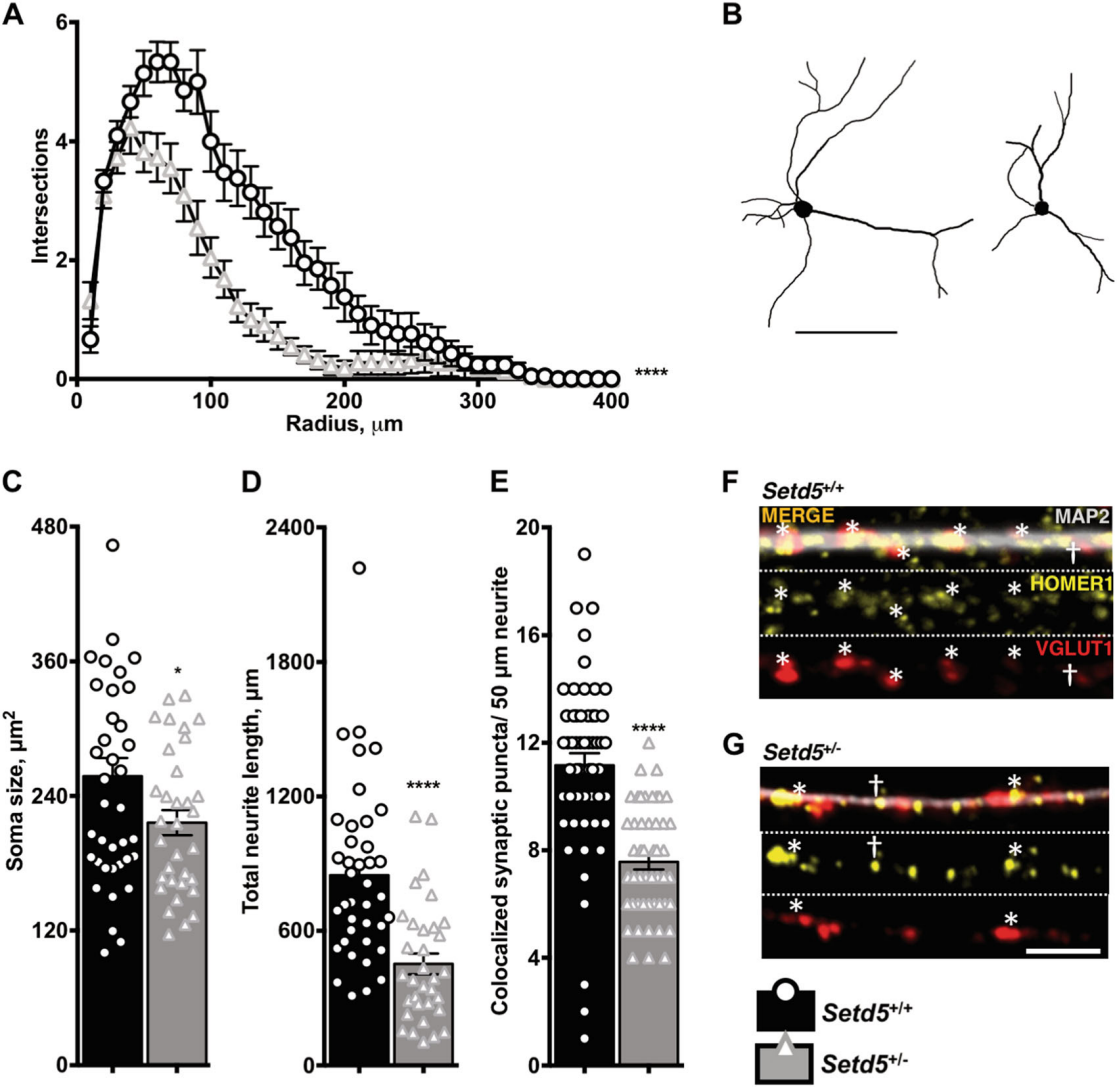
*Setd5*^+/−^ primary cortical neurons display signs of morphological alterations consistent with hypoconnectivity. **a** Het neurons present significantly fewer intersections by Sholl analysis (genotype ****P < 10^−4^, F_1,1640_ = 169.8, DF = 1). **b** Representative traces of wt (left) and het (right) neurons are depicted (scale bar 100 μm). **c** Het neurons have significantly smaller soma (*P = 0.0461, *t*_1,70_ = 2.031, DF = 70). **d** Total neuritic outgrowth is significantly reduced among het neurons (****P < 10^−4^, *t*_1,70_ = 4.94, DF = 70). **e** HOMER1^+^ VGLUT1^+^ colocalized synaptic puncta are significantly less dense in MAP2^+^ neurites of het neurons (****P < 10^−4^ *t*_1,104_ = 6.643, DF = 104). **f**–**g** Representative image of wt and het neurite synaptic puncta quantification; top = merge MAP2 (white), VGLUT1 (red), HOMER1 (yellow); center = VGLUT1 (red); bottom = HOMER1 (yellow); *asterisks represent colocalized synaptic puncta, while ^†^dagger represents uncounted non- colocalized punctum, scale bar 5 μm. Statistics: *n* = neurons from 12 total animals per genotype from three total experiments. (**a**–**d**) = 39 *Setd5*^*+/+*^ and 33 *Setd5*^*+/−*^ CTIP2^+^ neurons, with group means compared by *t*-test (**b**–**d**) or 2-way ANOVA (**a**) for factors radius and genotype. (**f**) = 55 *Setd5*^*+/+*^ and 51 *Setd5*^+/−^ neurons, with group means compared by *t*-test. Replicates as individual neurons (**a**–**e**) with error bars representing mean ± SEM

### Delayed network development in *Setd5*^+/−^ cortical neurons

To ascertain the functional consequences of altered morphology and hypoconnectivity among *Setd5*^+/−^ cortical neurons and investigate a potential cellular basis for epileptogenesis in *SETD5* human patients, cells were cultured atop a multielectrode array (MEA), with serial recordings obtained beginning at 8 days in vitro (DIV, Table 2). Representative raster plots of spontaneous spike activity from 21 DIV are depicted (Fig. 2a, scale bar 20 s). When spontaneous neural recordings were analyzed, *Setd5*^+/−^ neurons had significantly reduced weighted mean firing rate (*P* < 10^−4^, Fig. 2b). Bursting activity also had genotype-dependent differences: *Setd5*^+/−^ neurons had significantly reduced normalized burst frequency (*P* = 0.0002, data not shown), with bursts spreading to significantly fewer electrodes (*P* < 10^−4^, data not shown). Moreover, *Setd5*^*+/−*^ neuron firing was significantly less synchronous (*P* = 0.0004, Fig. 2c). To ensure spiking originated from neuronal-initiated action potential firing, 10 nM TTX was added to the cultures, which completely abolished spiking (data not shown). Complementary to the spiking results, local field potential (LFP) recordings obtained from raw MEA data (Fig. 2d) showed genotype-dependent low- and high-frequency power changes (Fig. 2g), providing evidence for network-level differences in activity. Low-frequency (1–10 Hz) transients in the LFP—markers of network synchronized depolarization^19^—were not significantly different between genotypes overall, although intervals of difference did emerge, especially within the second week in culture (6–11 DIV, Fig. 2e). Interestingly, high-frequency (100–150 Hz) power—sometimes known as broadband or high gamma power, an index of local circuit firing rate mostly provided by neuronal activity^20^—was significantly different between genotypes (*P* = 0.0042, Fig. 2f), with particularly pronounced differences in the 6–11 DIV critical period.

**Table 2:** Recording parameters for multielectrode array

Axion maestro multielectrode array recording protocol	
Configuration	Real-time spontaneous neural
Length	30 min
Spike activity criteria	Field potential ≥ 6*σ* above noise
Active electrode criteria	5 spikes•min^−1^
Burst criteria	Spikes in ≥ 5 active electrodes

**Fig. 2:**
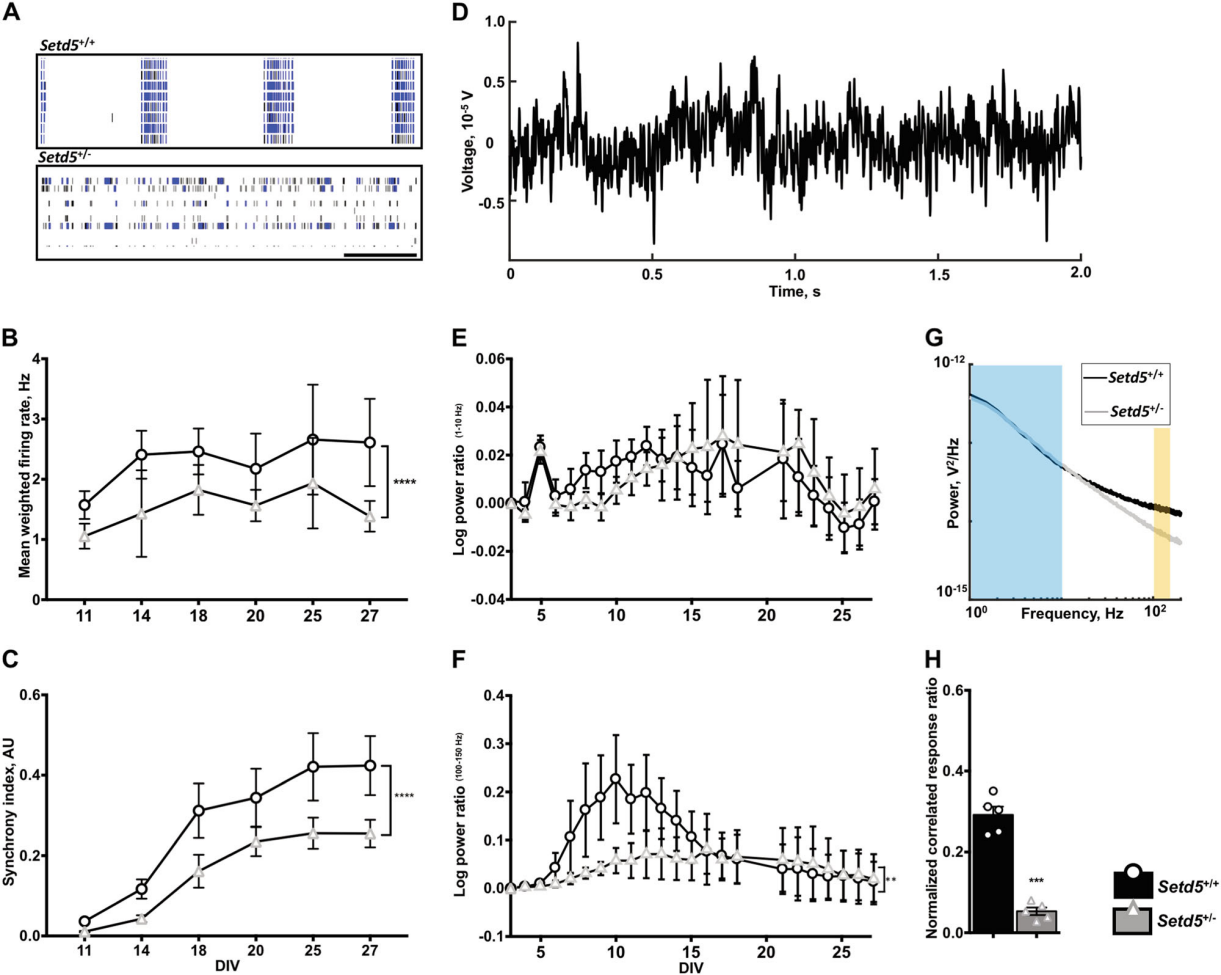
*Setd5*^+/−^ cortical neurons trail wt counterparts in development of synchronized neural networks. **a** Raster plots depict spontaneous firing activity in eight electrodes from a single well (wt, top; het, bottom) showing a qualitatively different firing pattern (scale bar 20 s). **b** Spontaneous spike activity is significantly reduced in het cells (genotype ****P < 10^−4^, F_1,341_ = 22.37, DF = 1). **c** Synchrony index among het neurons lags significantly behind wt (genotype ***P < 10^−3^, F_1,379_ = 12.86, DF = 1). **d** Example LFP trace after low-pass filtering raw MEA signal at 500 Hz. **e**, **f** Log_10_ power ratio baselined to first day of MEA recording for low-frequency (1–10 Hz, **e**) and high-frequency/broadband gamma (100–150 Hz, **f**) power, with genotype-dependent differences in power ratio for high-frequency only [(entire time period: low-frequency F_1,45_ = 0.55, *P* = 0.4644 and high-frequency F_1,45_ = 10.17, **P = 0.0042); (6–11 DIV only: low-frequency F_1,11_ = 18.91, **P = 0.0074 and high-frequency F_1,11_ = 33.36, **P = 0.0022)]. **g** Example power spectral densities (PSD) from Setd5^+/+^ (black) and Setd5^+/−^ (gray) cultures. Blue and yellow boxes denote low- and high-frequency regions of interest for (**e**) and (**f**), respectively. **h** Significantly reduced correlated firing activity among het neurons (****P < 10^−4^, *t*_1,12_ = 10.65, DF = 8) measured by Ca^2+^ transients. Statistics: (**b**, **c**) *n* = neurons from 12 *Setd5*^+/+^ and *Setd5*^+/−^ animals each; 2-way ANOVAs for factors genotype and DIV; replicates = individual wells (neurons from 1 animal/well) pooled from three separate experiments. (**e**, **f**) Replicates defined as data from neurons of individual animals, *n* = 8 Setd5^+/+^ and *n* = 4 Setd5^+/−^; 2-way ANOVAs for factors genotype and DIV. **h** *n* = neurons from five animals per genotype (583 *Setd5*^+/+^ or 505 *Setd5*^+/−^ active total neurons), with each animal as a single replicate and *t-*test of group means. Error bars representing mean ± SEM

Quality controls to ensure culture heterogeneity did not contribute to network-level electrophysiological differences were conducted. While cell viability was shown to be comparable between genotypes (Fig. S1A), to ensure that variation in cell density did not contribute to network connectivity, cells were imaged and observed at comparable coverage of the MEA (Fig. S1E, F), and total protein collected from each well was comparable between genotypes (*P* = 0.6142, data not shown).

While MEA analysis provides a global overview of network connectivity, it lacks single-cell optical resolution afforded by other modalities. Calcium signaling in neurons mediates several critical functions including synaptic plasticity, and calcium channelopathies have been implicated in select monogenic neurodevelopmental conditions such as Timothy syndrome^21,22^. To determine whether Setd5 haploinsufficiency impacted calcium signaling in cortical neurons, we employed optical recordings using a fluorescent dye to monitor calcium transients (Fig. S2A, B, scale bar 50 μm) and quantified the neuronal traces (three representative traces, Fig. S2C). Neurons from *Setd5*^+/−^ cultures demonstrated reduced synchrony of spontaneous transients, with significantly fewer neurons participating in correlated firing activity (0.292 ± 0.0454 vs. 0.053 ± 0.021 correlated firing response ratio, *P* < 10^−4^, Fig. 2h).

### Developing brain single-cell transcriptomic analysis

We next focused on potential molecular differences in the neurons from the mouse brain. We performed bulk RNA-Seq of sorted neuronal cells (CD24^+^, CD45^−^, Fig. S3) from the developing (E18.5) cortex. Gene ontology analysis of differentially expressed (DE) genes (82 total with FDR *P* < 0.05) revealed 20 ontological categories (Fig. S4). Although extracellular matrix-related genes were significantly downregulated in *Setd5*^+/−^ cells, this did not fully reveal a transcriptomic basis for the morphological and electrophysiological differences we observed in *Setd5*^+/−^ neurons (Supplemental Sheet 1). 

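For single-cell (sc) RNA-Seq, CD24+ CD45- cells were sorted from the cortex of 2 *Setd5*+/+ and 2 *Setd5*+/- fetuses at E18.5. CD24 is a pan-neuronal surface marker and CD45 a hematopoietic one, so the sort enriches neuronal cells and depletes blood and immune cells. Each fetus gave 1 droplet library made with the 10x Genomics 3′ v2 kit, which tags every captured transcript near its 3′ end with a cell barcode and a unique molecular identifier (UMI), so that PCR copies of 1 molecule are counted once. The submitters' processing notes name Cell Ranger 2.1, Seurat 2.3.0 and the mouse genome build mm10. The annotation, the strand setting and the filters on cells are not given in the sources used here. The authors deposited 1 table with both genotypes, which holds 16600 genes in 6562 cells, and each value is the natural log of 1 plus the counts per 10000 UMIs of the cell. The cell names carry a library prefix, WT3, WT6, Het5 or Het9, which gives the genotype but not the replicate number of the sample labels, so values are given by prefix. Undoing the log gave whole multiples of the lowest value in the cell for 100% of the 14848520 values above 0 (tolerance 0.001), which recovers the UMIs of each cell.
Library WT3 held 1453 cells with 8205330 UMIs (median 5398 per cell) and WT6 held 1954 cells with 11742956 UMIs (median 5901.5). Het5 held 1710 cells with 10520377 UMIs (median 5997) and Het9 held 1445 cells with 8287611 UMIs (median 5549). The paper's legend of Fig. 3 gives 2066 to 2858 cells per *Setd5*+/+ fetus and 2269 to 2645 per *Setd5*+/- fetus, and the values reported here use the cells in the deposited table. It also gives reads per cell, which a table of UMIs does not hold. Cells in the table had 606 to 4330 detected genes, 1258 to 14996 UMIs and at most 5.99% of UMIs from mitochondrial genes, so a filter on cells had been applied before deposition. Scrublet, run within each library, called 44 cells (0.671%) doublets, and these were kept. Fetuses, not cells, were taken as replicates. For each library, and for each cluster within it, the mean counts per 10000 over cells was computed for every gene. Genotypes were compared with limma on log2(mean + 0.1), with Benjamini-Hochberg adjustment over the genes whose mean over the 4 libraries was at least 0.1. A fold change on this scale understates the change of genes near the pseudocount.
*Setd5* (chromosome 6, 113077365 to 113153435 of GRCm38, the build also called mm10) averaged 1.18 and 1.07 counts per 10000 in WT3 and WT6, and 0.540 and 0.586 in Het5 and Het9. The *Setd5*+/- mean was 49.9% of the *Setd5*+/+ mean, a log2 fold change of -0.89 (standard error 0.075, adjusted p = 0.00696 from limma with Benjamini-Hochberg adjustment). Both *Setd5*+/- libraries lay below both *Setd5*+/+ libraries, and with 2 fetuses against 2 an exact permutation test cannot give a p under 0.33. The allele carries a GFP cassette, and the kit reads the 3′ end of the transcript, so this count need not follow the loss of an upstream part of the gene by itself.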

We repeated the dissection and sorting, then used single-cell (sc) RNA-Seq to reveal potential genotype-dependent differences in the developing cortex cellular composition. Pooled data from both genotypes was clustered using the Seurat R package^23^, and the resulting 14 clusters were displayed using t-distributed stochastic neighbor embedding (t-SNE, Fig. 3a, b). 

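The deposited table holds no cluster assignment, so the cells were clustered again from the values. The 16 genes that the paper names for cluster 3 and *Setd5* were left out of the 2000 most variable genes, so that these genes did not define the clusters in which they were compared. With 20 principal components, a graph of 20 nearest neighbors and Leiden clustering at a resolution of 0.4, the 6562 cells fell into 14 clusters, numbered 0 to 13 by size. They held from 1634 cells (cluster 0) down to 26 cells (cluster 13), and every cluster held cells of all 4 libraries. Resolutions of 0.1 and 0.7 gave 7 and 18 clusters.
The largest cluster took 26.4% and 19.5% of the cells of WT3 and WT6, and 25.1% and 30.4% of those of Het5 and Het9. Cluster 6, the counterpart of the paper's cluster 3, took 5.37% (95% exact binomial interval 4.27 to 6.65) and 6.45% (5.40 to 7.63) in the *Setd5*+/+ libraries. In the *Setd5*+/- libraries it took 5.20% (4.20 to 6.37) and 4.71% (3.67 to 5.93), a difference in means of -0.953 percentage points. The intervals cover counting error only. Together with cluster 4, which tied with it as counterpart, the difference was -4.67 percentage points. In a second clustering, made with Seurat after the data were seen, the cluster closest to the paper's cluster 3 took 10.4% and 12.4% against 8.36% and 7.75%, a difference of -3.33 percentage points (adjusted p = 0.607 from limma with Benjamini-Hochberg adjustment). Both of these had the genotypes separated and neither was past the threshold. In 4 of the 14 clusters (2, 4, 6 and 12) both *Setd5*+/- libraries lay on 1 side of both *Setd5*+/+ libraries, which chance gives with a probability of 0.33 per cluster and which is also the smallest p of the exact permutation test. Limma on the log2 odds of the shares found no cluster of the 14 with an adjusted p under 0.05, and none with an unadjusted p under 0.05. The lowest adjusted p was 0.890, so no difference in composition was detectable with 2 fetuses per genotype. The setting that moved the share of the counterpart most was a resolution lower by 0.3, where a counterpart of 995 cells, only 6 of them from cluster 6, differed by -5.54 percentage points (adjusted p = 0.706 from limma with Benjamini-Hochberg adjustment).
In clusters 10 and 12, 140 of 148 and 84 of 104 cells carried a cell barcode that occurs in all 4 libraries, against 0 of 6310 cells in the other clusters. Cluster 10 took 2.62% and 1.84% of the *Setd5*+/+ libraries and 2.11% and 2.63% of the *Setd5*+/- libraries, and cluster 12 took 1.45% and 1.18% against 1.52% and 2.35%.

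**Figure D1:**
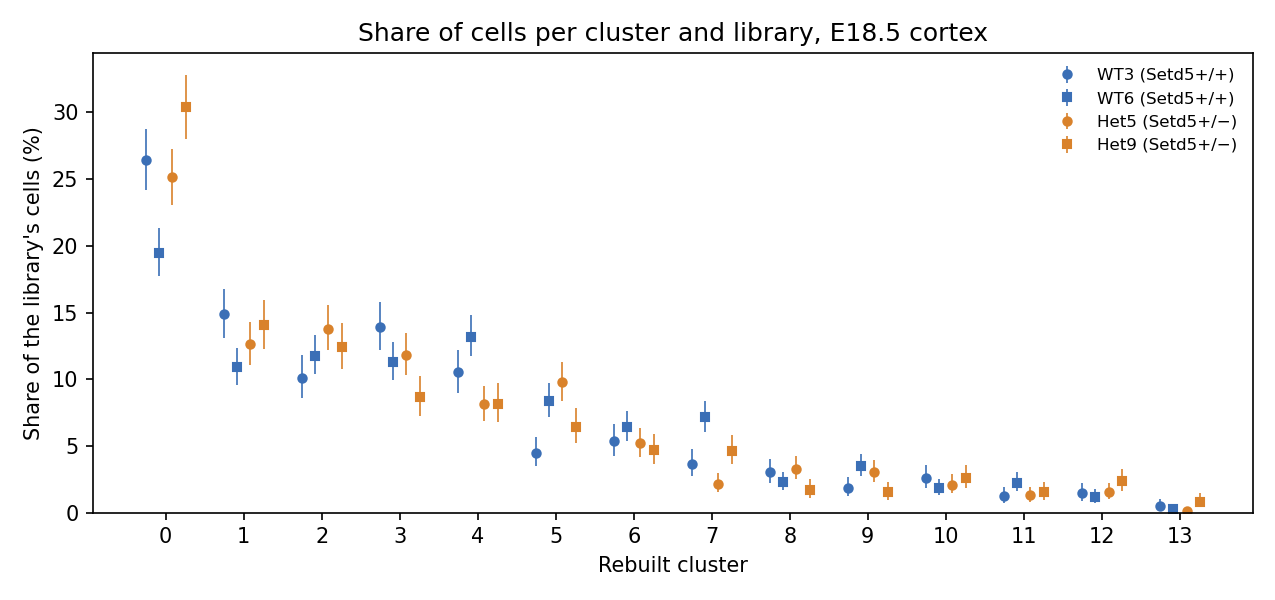
Share of the cells of each library (vertical axis, percent) in each rebuilt cluster (horizontal axis), with blue for *Setd5*+/+ and orange for *Setd5*+/- libraries. Bars are 95% exact binomial intervals, which cover counting error only, and in cluster 6 the 4 libraries lie between 4.71% and 6.45%.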

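For each rebuilt cluster, genes were ranked by the mean counts per 10000 inside over that outside the cluster, with 0.1 added to both. Cells are not replicates, so no p-value was computed for this ranking. Of the 70 leading genes (5 for each of the 14 clusters), 67 were also among the first 5 when the fold was computed within each library and then averaged. A cluster was given a cell type with the suffix -like only from marker lists fixed before the data were examined.
Cluster 0 (excitatory neuron-like) was led by *Cntn2* (3.42 counts per 10000 inside against 0.158 outside), *Bhlhe22*, *Jakmip1* and *Nrp1*. Cluster 1 was led by *Cxcl12*, *Cdh8* and *Cdh10* and is called by its number. *Neurog2* (9.92 against 0.990), *Eomes* and *Tac2* led cluster 2 (intermediate progenitor-like). Cluster 3 (cycling) was led by *Top2a* (12.4 against 0.539), *Nusap1* and *Ube2c*. The leading genes of cluster 4 (migrating interneuron-like) were *Npy* (2.34 against 0.0883), *Htr3a*, *Lhx6*, *Nrxn3* and *Erbb4*. Clusters 5 and 9 were both radial glia-like. *Ttr*, found in 0.818% of its cells, *Aldoc* and *Gas1* led the former, and *Mt3*, *Fabp7* (111 against 5.67) and *Fgfbp3* led the latter. Cluster 6 (interneuron or subpallial progenitor-like) was led by *Gsx1* (0.823 against 0.0244), *Dleu7*, *Nbl1* and *Ung*. *Ebf1* (20.5 against 0.288), *Zfp503* and *Isl1* led cluster 7 (striatal neuron-like). Cluster 8, called by its number, was led by *Hells*, *E2f1* and *2810417H13Rik*. *Reln* (7.12 against 0.0396) and *Rspo3* led cluster 11 (Cajal-Retzius cell or cortical hem-like).
The largest folds belonged to the small clusters. *Dct* averaged 41.6 counts per 10000 in cluster 10 (melanocyte-like, 148 cells) and 0.0376 outside, and *Cd74* averaged 96.0 in cluster 12 (immune cell-like, 104 cells) and 0.0472 outside. Most cells of these 2 clusters carry cell barcodes found in all 4 libraries. In cluster 13 (erythroid-like, 26 cells), *Hba-a1* averaged 1648 and *Hbb-bs* 2460 counts per 10000, against 3.46 and 6.69 outside.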

The most highly expressed genes in each cluster are listed (Supplemental sheet 2). 

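Supplemental Sheet 2 lists 20 genes for each cluster of the paper, and the counterpart of a paper cluster was the rebuilt cluster with the most of these genes among its own 50 leading genes. Genes named as changed by genotype were left out of the search. Paper cluster 0 matched rebuilt cluster 0 with 14 of 20 genes, paper cluster 1 matched rebuilt cluster 1 with 14 of 20, and paper cluster 5 matched rebuilt cluster 2 with 14 of 20. For paper cluster 4, rebuilt cluster 5 matched 16 of 20 genes, a tie with another rebuilt cluster. For paper cluster 8, 2 of 19 genes matched rebuilt cluster 0, also a tie, so that the 6 clusters correspond to 5 rebuilt ones. For paper cluster 3, rebuilt clusters 4 and 6 each matched 7 of 16 genes. Cluster 4 also held 18 of the 20 genes of paper cluster 6, and cluster 6 held 2 of them, so cluster 6 (361 cells; 78, 126, 89 and 68 in WT3, WT6, Het5 and Het9) was taken as the counterpart. This rule for the tie was set after the match counts were seen and before any comparison of genotypes.
A second counterpart was chosen after the data were examined. Seurat 5.3.0 was run at 80 settings, and the one kept gave, without use of genotype, the cluster whose percentages of cells with a UMI lay closest to those in Supplemental Sheet 2 for cluster 3. The cluster found this way has 648 cells (151, 242, 143 and 112 in the same order) and is called the closest cluster. Over the 20 listed genes its percentages differed from the paper's by a median of 0.538 percentage points, against 8.61 for cluster 6. This clustering used the genes named for cluster 3, and *Zic4*, *Fgf15* and *Zic1* are among its leading genes, so the genotype comparison within it is not independent of how it was drawn.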

Clusters 0, 1, 3, 4, 5, and 8 were identified for more extensive heatmap analysis (Fig. 3c) based on enrichment of neurodevelopmental genes among the top 20 expressed genes. Hierarchical clustering separated these six clusters (Fig. 3b). 

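Hierarchical clustering was repeated on the 4124 cells of the 5 rebuilt counterparts, with 112 genes of Supplemental Sheet 2 scaled to Z scores and Ward linkage. With the tree divided into 5 branches, 76.4% of cells lay in the branch dominated by their own cluster. The adjusted Rand index, which is 1 for the same grouping and 0 on average for random groups, was 0.495 between branches and clusters. Between branches and genotype it was 0.000952. *Setd5*+/- cells made up 42.5% to 53.6% of each branch, against 51.4% of all these cells. Within a cluster, the mean profiles of the genotypes correlated across genes with r of at least 0.980, while the highest correlation between different clusters was 0.426. The genes were chosen by the paper to tell clusters apart, which itself lowers the correlation between clusters, and genes are not independent replicates, so these r values describe the profiles only. At a resolution higher by 0.3, where each of the 6 paper clusters had a counterpart of its own, the adjusted Rand index was 0.593 over 3002 cells.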

Cluster 3 had the greatest number of significantly (FDR *P* < 0.05) DE genes by genotype. 

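Genes differing by genotype were counted in each of the 12 rebuilt clusters with at least 20 cells in every library. Clusters 11 and 13 had fewer and were not tested. With fetuses as replicates, limma called 10 genes at an adjusted p under 0.05 in cluster 6, the counterpart of cluster 3, of 7352 genes tested. Of these, 3 were higher and 7 lower in the *Setd5*+/- libraries. Cluster 4 had 26 called genes, cluster 5 had 12, cluster 9 had 10, and clusters 0 to 3 had 9, 8, 9 and 7. Clusters 7 and 8 had 4 each. In clusters 10 and 12, whose cells mostly carry barcodes shared by all 4 libraries, limma called 0 genes. There were 349 and 344 genes at an unadjusted p under 0.05, and the per-cell test also called 0. Cluster 10 had 4 called genes by limma with pseudocount 1, and cluster 12 had 0. With Benjamini-Hochberg adjustment the per-cell test called 11 in cluster 10, against 35 and 0 with the libraries divided into other pairs. Genes with an assigned position on chromosomes X and Y made up 4 of the 10 calls in cluster 6 and 6 of the 26 in cluster 4. They made up 6 of the 12 in cluster 5 and 5 of the 10 in cluster 9. *Dlx6os1*, called in cluster 6, and *Erdr1*, called in cluster 4, had no position assigned and were counted among the others. Names without a single entry in the annotation were given no position, so such genes may still lie on X or Y. *Erdr1* was also called in clusters 2, 3, 7 and 8, and in clusters 7 and 8 it was the only call counted among the others. *Xist*, *Ddx3y* and *Eif2s3y* separated the genotypes in clusters 0 to 9 and not in clusters 10 and 12. This is the pattern of female *Setd5*+/+ and male *Setd5*+/- fetuses. Sex and genotype then coincide, so a gene called between the genotypes, on any chromosome, may differ by either. In the closest cluster, limma called 50 genes (10 higher and 40 lower; 45 of them not on X or Y) of 7596 tested. No other cluster of that clustering had more than 19. Cluster 6 shared 9 of its 10 calls with the closest cluster, and 5 of these 9 were not on X or Y. The closest cluster holds 336 of the 361 cells of cluster 6, so the shared calls come largely from the same cells.
These counts moved with single libraries. Without Het5, limma called 17 genes in cluster 6, 61 in cluster 4 and 236 in the closest cluster, with the lone *Setd5*+/- library assumed to vary like the others. Without Het9, it called 7 in cluster 6, 10 in cluster 4 and 29 in the closest cluster. Without WT3 the closest cluster had 23 called genes, and without WT6 it had 27. The alternative that moved the count of cluster 6 most was assigning each cell to the paper cluster whose genes scored highest in it, which gave 471 cells and 64 called genes.
A rank-sum test over cells with Bonferroni adjustment over all genes, the default of Seurat, was run for comparison. It takes cells as replicates and so ignores differences between fetuses. It called 26 genes in the closest cluster (8 higher, 18 lower) and at most 9 in any other cluster of that clustering, and in the main clustering 17 in cluster 4 and 6 in cluster 6.

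**Figure D2:**
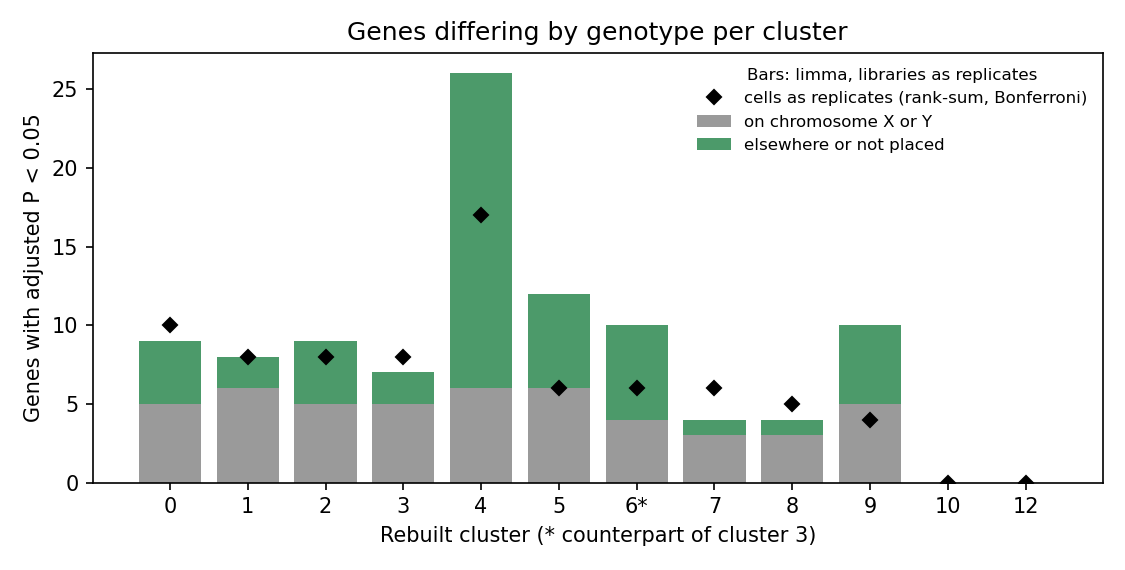
Number of genes differing by genotype (vertical axis) in each rebuilt cluster (horizontal axis), as bars for limma with the libraries as replicates. Bars are divided into genes on chromosome X or Y and genes elsewhere or not placed. Diamonds are the counts of the rank-sum test over cells, and cluster 4 has the highest bar, with 26 genes, against 10 in cluster 6.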

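Fold changes of single genes are given as log2 of *Setd5*+/- over *Setd5*+/+ from limma, and adjusted p-values are Benjamini-Hochberg values over all genes tested in the cluster. The 16 genes that the paper names for cluster 3 in its text or in Fig. 3d were fixed as a list before the data were examined. In cluster 6 all 16 differed in the direction the paper reports, and in 11 of them both *Setd5*+/- libraries lay on the same side of both *Setd5*+/+ libraries, which chance gives with a probability of 0.33 per gene. Limma called 3 of them over all genes and 13 when adjusted over the list alone. The study chose this list on these samples, so the directions and these counts are not independent evidence and cannot be set against chance. *Pnoc* and *Efnb3* lay under the filter on low values, and the direction of *Pnoc* rests on 1 UMI. In the closest cluster all 16 went the same way with the genotypes separated, and 14 were called.
*Ccnd2* (chromosome 6, 127125162 to 127152193 of GRCm38) averaged 32.5 and 37.6 counts per 10000 in WT3 and WT6 and 42.2 and 55.4 in Het5 and Het9 in cluster 6, a log2 fold change of 0.46 (standard error 0.099, adjusted p = 0.0560 from limma). With each library left out it lay between 0.27 (without Het9) and 0.66 (without Het5), and of these it passed the threshold only without WT6 (0.57). It also passed with pseudocount 1 (0.45), with no filter (0.46), at a resolution higher by 0.3 (0.47) and with X and Y genes left out of clustering (0.49), and under 5 alternatives that take other sets of cells. Over all alternatives the adjusted p lay between 1.08e-10 and 1.00. The closest cluster had 28.7 and 29.6 against 40.2 and 61.0 (log2 fold change 0.76, adjusted p = 0.00618). The other genes reported as upregulated had log2 fold changes of 0.37 (*Abracl*, adjusted p = 0.235), 0.77 (*Nr2f1*, 0.503) and 0.40 (*Cdca7*, 0.660) in cluster 6, none past the threshold. The values in the closest cluster were 0.57 (0.00618), 1.04 (0.0385) and 0.50 (0.135). In the 516 of its 648 cells in the 5 sub-clusters with at least 5 cells in every library, *Ccnd2*, *Abracl*, *Nr2f1* and *Cdca7* changed by 0.36, 0.21, 0.89 and 0.20 with these weighted alike, where the genotypes overlapped for *Cdca7*, and by 0.50, 0.30, 0.76 and 0.24 without weights. In the whole closest cluster, *Nr2f1* was not called without WT6 (0.87) or Het9 (0.63), and *Abracl* without Het9 (0.45).
*Zic1* (chromosome 9, 91358058 to 91365810) averaged 0.876 and 0.661 counts per 10000 in the *Setd5*+/+ libraries and 0.167 and 0.207 in the *Setd5*+/- libraries of cluster 6, a log2 fold change of -1.59 (standard error 0.27, adjusted p = 0.00366 from limma). These means rest on 36, 49, 11 and 11 UMIs. Its neighbor *Zic4* (91362413 to 91389348) had 0.626 and 0.912 against 0.112 and 0.0732 (log2 fold change -2.16, standard error 0.30, adjusted p = 1.23e-04). The fall in *Zic1* was not past the threshold without WT3, without Het5 or without Het9 (log2 fold change between -1.77 and -1.41), while that in *Zic4* stayed past it with each library left out (-2.40 to -1.92). *Fgf15* (chromosome 7, 144896531 to 144900953) had 3 and 18 UMIs in the *Setd5*+/+ libraries and 5 and 0 in the *Setd5*+/- libraries of cluster 6, and its log2 fold change of -0.96 (standard error 0.42, adjusted p = 0.857) was not distinguishable at this depth. In the closest cluster *Zic1* had 3.15 and 4.09 against 1.67 and 0.220 counts per 10000, so that on the log2 scale Het9 lay further from Het5 than Het5 did from WT3. The log2 fold change of *Zic1* there was -1.06 without Het9 and -3.53 without Het5, that of *Zic4* -0.91 and -3.60, and that of *Fgf15* -1.88 and -3.74. With all libraries *Zic1*, *Zic4* and *Fgf15* changed there by -2.29, -2.26 and -2.81 on the log2 scale (adjusted p = 0.0265, 0.0481 and 0.00246 from limma). Of its 7 sub-clusters, 2 had under 5 cells in a library, and these had the highest *Zic1*. In the 516 cells of the other 5, the 3 changes were -1.63, -1.46 and -1.15 with the sub-clusters weighted alike in every library, and -1.60, -1.56 and -1.21 without weights.
Among the remaining genes reported as downregulated, *Efna5* (-1.03, adjusted p = 0.165), *Isl1* (-1.02, 0.241), *Kitl* (-1.16, 0.544) and *Cadm1* (-0.12, 0.985) were not called in cluster 6. *Cadm1* averaged 1.05 and 1.56 against 1.59 and 0.862 counts per 10000, and its log2 fold change was 0.15 without WT6 and 0.29 without Het9. Within the closest cluster these 4 genes changed by -1.34, -1.37, -1.98 and -0.85, all called (adjusted p = 0.0168, 0.0205, 0.00618 and 0.0423), and *Pnoc* by -1.84 (0.00246). In the 516 cells of the 5 sub-clusters, *Efna5*, *Isl1*, *Kitl*, *Cadm1* and *Pnoc* changed by -1.04, -1.03, -1.07, -0.27 and -0.51 with these weighted alike. The genotypes overlapped there for *Cadm1*. Without weights the changes were -1.22, -1.01, -1.06, -0.13 and -0.46. *Efnb3*, also on the list, was not called in the closest cluster (-1.67, adjusted p = 0.133 from limma). In the 516 cells it changed by -0.57 weighted alike, where the genotypes overlapped, and by -0.58 without weights. In the whole closest cluster, *Cadm1* was not called without WT3, WT6 or Het9 (-0.89, -0.81 and -0.47). Nor was *Efna5* called in it without WT3 or WT6 (-1.37 and -1.31), *Isl1* without WT3 (-1.24) or *Kitl* without WT6 (-1.77). From these genes, the paper reports effects of *Setd5* haploinsufficiency on genes related to nervous system development in cluster 3.

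**Figure D3:**
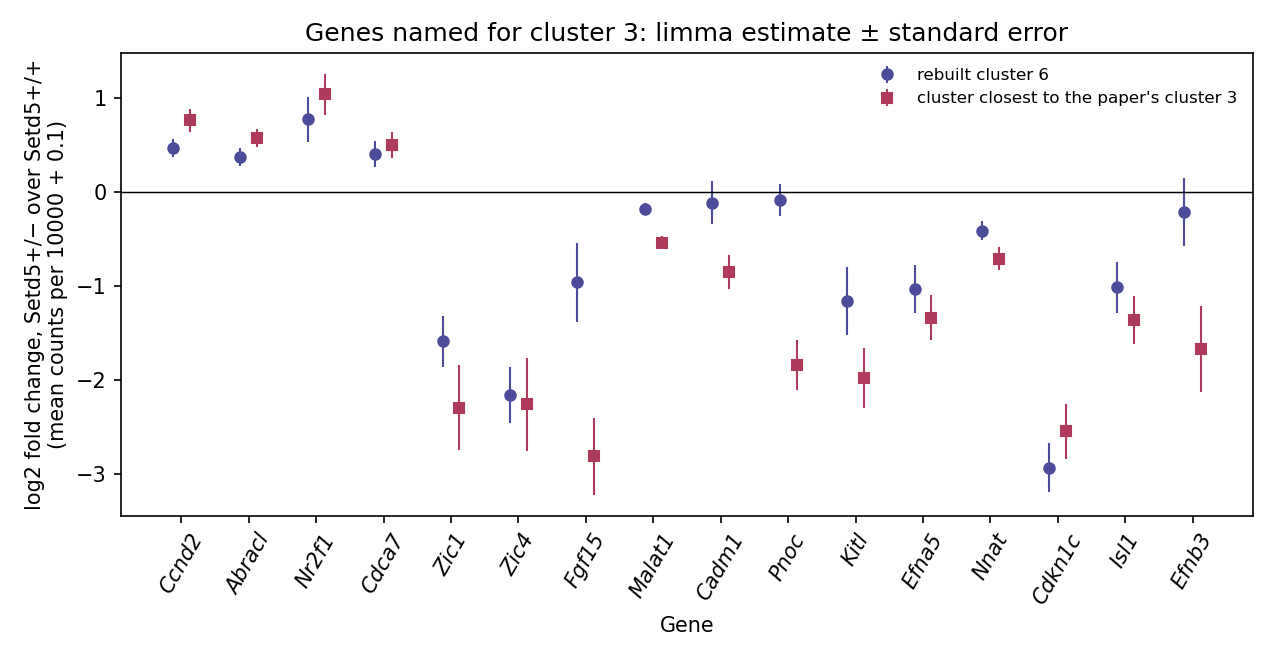
Log2 fold change of *Setd5*+/- over *Setd5*+/+ libraries (vertical axis, limma on log2 of mean counts per 10000 plus 0.1) for the 16 named genes (horizontal axis), in rebuilt cluster 6 (blue) and in the closest cluster (red). Bars are standard errors; *Cdkn1c* has the lowest value in cluster 6 (-2.93), and *Cadm1*, *Pnoc* and *Efnb3* lie within 1 standard error of 0 there, the last 2 fitted with no filter.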

Literature search of Cluster 3 DE genes revealed effects of *Setd5* haploinsufficiency in upregulation (*Ccnd2*, *P* < 10^−9^; *Abracl*, *P* = 0.0080; *Nr2f1*, *P* = 0.0155; *Cdca7*, *P* = 0.0503) or downregulation (*Zic1, P* < 10^−8^; *Zic4*, *P* < 10^−5^; *Fgf15, P* < 10^−5^; *Malat1*, *P* = 0.0008; *Cadm1*, *P* = 0.0016; *Pnoc*, *P* = 0.0080; *Kitl, P* = 0.0084; *Efna5*, *P* = 0.0161; *Nnat*, *P* = 0.0318; *P* = 0.0290, Fig. 3d, Supplemental Sheet 1) of select genes related to nervous system development. Relative expression by cluster and genotype of select neural marker genes is also depicted (heatmap, Fig. S5A, split-dot plot, Fig. S5B).

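The marker genes below were chosen because they differ between clusters, so only their levels by genotype are informative here. *Neurod2* averaged 12.6 and 12.5 counts per 10000 in the *Setd5*+/+ libraries and 14.0 and 13.4 in the *Setd5*+/- libraries of cluster 0, and 0.0877 and 0.163 against 0.322 and 0.149 in cluster 6. *Eomes* averaged 8.05 and 8.53 against 8.73 and 8.68 in cluster 2 and 0.152 over all cells of cluster 0. *Fabp7* averaged 46.7 counts per 10000 in cluster 5 and 111 in cluster 9, where the *Setd5*+/+ libraries had 104 and 83.5 and the *Setd5*+/- libraries 139 and 138, a difference that limma called. *Top2a* averaged 13.5 and 11.5 against 12.0 and 12.8 in cluster 3. *Gad2* averaged 5.76 and 5.65 against 6.77 and 6.51 in cluster 7, and *Lhx6* 1.73 and 1.86 against 1.94 and 1.73 in cluster 4.
*Setd5* was lower in both *Setd5*+/- libraries than in both *Setd5*+/+ libraries in 10 of the 12 clusters tested, and limma called the fall in 6 of them. In cluster 2 it averaged 1.30 and 1.22 against 0.493 and 0.583 (log2 fold change -1.10, standard error 0.14, adjusted p = 3.65e-07 from limma with Benjamini-Hochberg adjustment). In cluster 6 it averaged 1.08 and 1.32 against 0.609 and 0.684 (log2 fold change -0.80, standard error 0.21, adjusted p = 0.229). The exceptions were clusters 10 and 12, whose cells mostly carry barcodes found in all 4 libraries. *Setd5* averaged 0.962 and 1.14 against 1.19 and 1.21 in cluster 10, and rested on 2, 0, 2 and 2 UMIs in cluster 12.

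**Figure D4:**
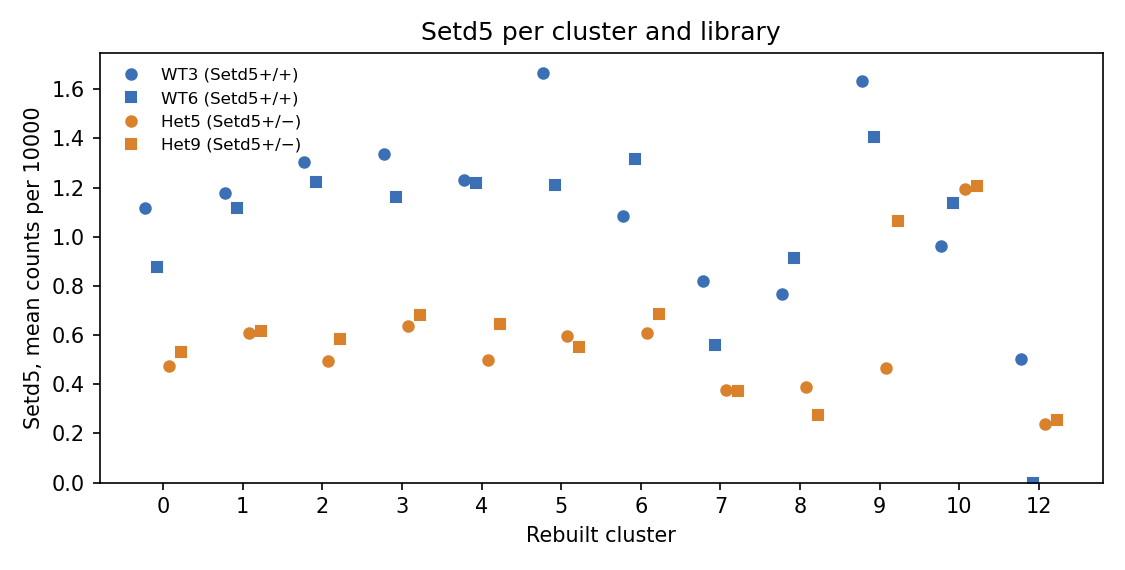
Mean *Setd5* in counts per 10000 (vertical axis) for each library in the 12 rebuilt clusters tested (horizontal axis), with blue for *Setd5*+/+ and orange for *Setd5*+/- libraries. Each point is 1 library and no error is drawn; in clusters 0 to 9 both orange points lie below both blue points.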

**Fig. 3:**
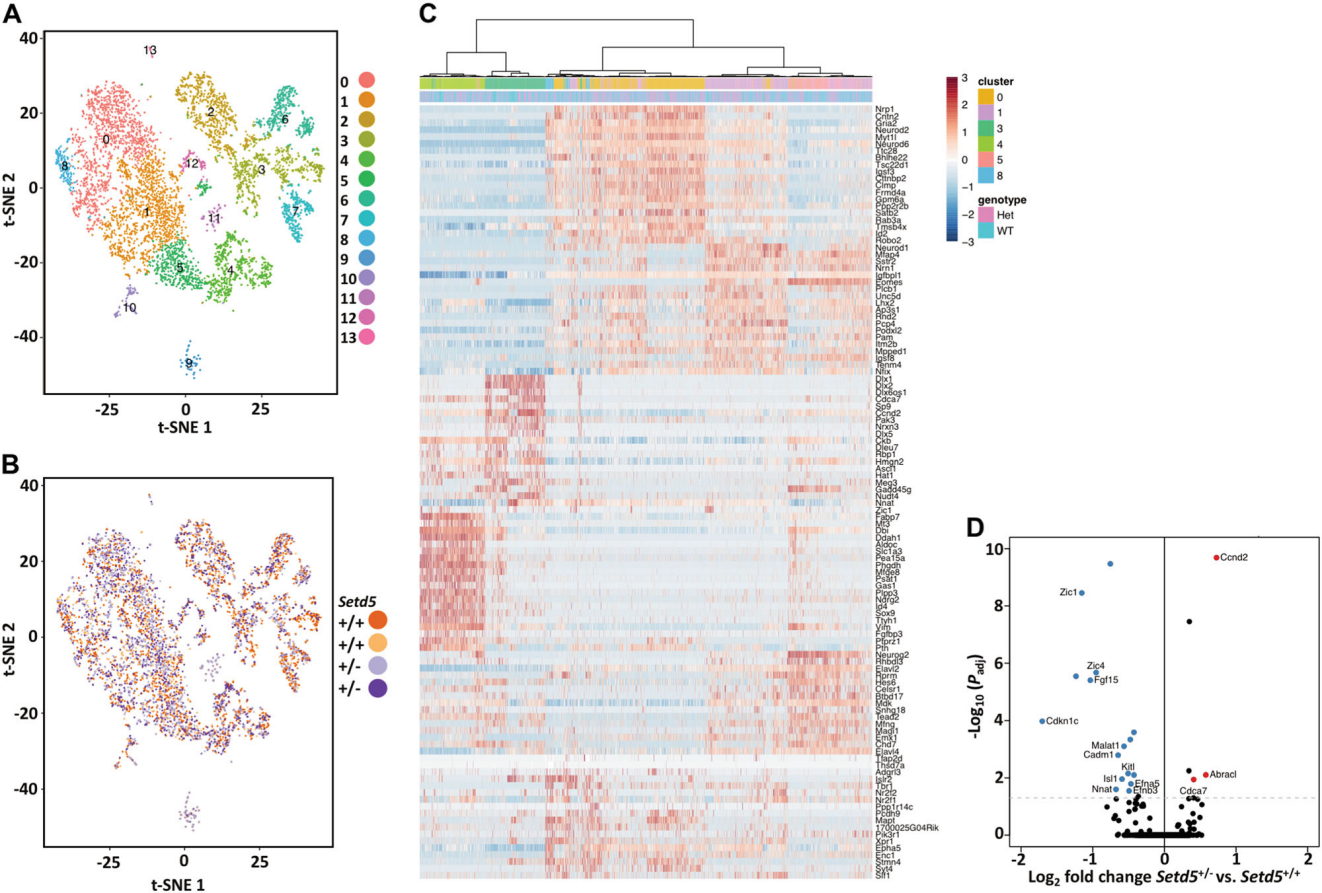
Single-cell transcriptomic profiling of E18.5 *Setd5*^+/−^ cortical progenitors. **a**, **b** Whale-octopus plots of t-distributed stochastic neighbor embedding (t-SNE) dimensional reduction of barcoded single-cell RNA-Seq reads into 14 clusters (**a**) distributed across both genotypes (**b**). **c** Hierarchical clustering of Z-scaled single-cell expression values reveals separation of t-SNE clusters and distribution of genotypes within individual clusters. **d** Volcano plot of cluster 3 genes showing differentially expressed genes in *Setd5*^+/−^ (significantly downregulated: blue; significantly upregulated: red; select genes of interest labeled) Statistics: Sorted CD24^+^ CD45^−^ cortical suspensions from *n* = 2 E18.5 fetuses per genotype. *n* = 2066–2858 cells, 39805–54534 reads/cell (*Setd5*^+/+^) and 2269–2645 cells, 48174–56267 reads/cell (*Setd5*^+/−^)

### *Setd5*^+/−^ animals have abnormal patterns of social interaction and demonstrate autism-compatible behaviors

We subjected independent cohorts of adult animals to established behavioral assays in animal models of ASD^15,24^. The 3-chamber social interaction test captures differences in the experimental animal’s preference for interacting with a known versus novel animal and is frequently employed in animal models of autism. Although *Setd5*^+/−^ animals had no defects in social approach compared with controls (1.457 ± 0.060 vs. 1.575 ± 0.175 ratio of time with novel mouse vs. empty chamber, *P* = 0.5274, *t*_1,38_ = 0.6379, Fig. 4ai), they lacked the normal preference for novel over familiar (1.573 ± 0.130 vs. 1.021 ± 0.078, ratio of time with novel mouse vs. familiar mouse, *P* = 0.008, *t*_1,38_ = 3.643, Fig. 4aii) in the social novelty preference test. This trend was repeated in the test of social preference for cagemate versus novel mouse (1.599 ± 0.149 vs. 1.187 ± 0.108, ratio of time time with cagemate mouse vs. novel mouse, *P* = 0.031, *t*_1,38_ = 2.24, Fig. 4aiii), suggesting that het animals failed to distinguish known from unknown conspecifics. *Setd5*^+/−^ mice spent significantly reduced time in the open arms of the elevated plus maze versus wt controls (153.3 ± 15.91 vs. 99.25 ± 11.81 s, *P* = 0.0096, Fig. 4b), suggestive of increased anxiety. They also built significantly less complex nests in the overnight nest-building task (nest scores 4.4 ± 0.2103 vs. 3.35 ± 0.2927, *P* = 0.0074, Fig. 4c). We also conducted an open field test, finding significantly elevated activity levels among *Setd5*^+/−^ animals over the course of the 1 h test (*t*-test *P* values 0.0135 0–20 min; 0.0148 21–40 min; 0.0175 41–60 min; ANOVA genotype *P* < 10^−4^, Fig. 4d). Thigmotaxis, the tendency of rodents to prefer the perimeter of the open field task, was also affected: genotype was found to be a significant factor accounting for variation in time spent in the central 25% of the chamber (genotype *P = 0.0343, Table 3). Finally, the Barnes maze task of cognition and spatial memory and recall was conducted: *Setd5*^+/−^ animals displayed significantly reduced performance over the course of the 16 trials versus wt controls (*P* < 10^−4^, Fig. 4e). Complete data when separated by sex (Fig. S6) and analyzed by ANOVA (Table 3) are displayed. Gross neurological deficits in the het animals were ruled out by the observation of comparable performance on rotorod, grip strength, and composite neurological tests^13,25^ (Fig. S7).

**Fig. 4:**
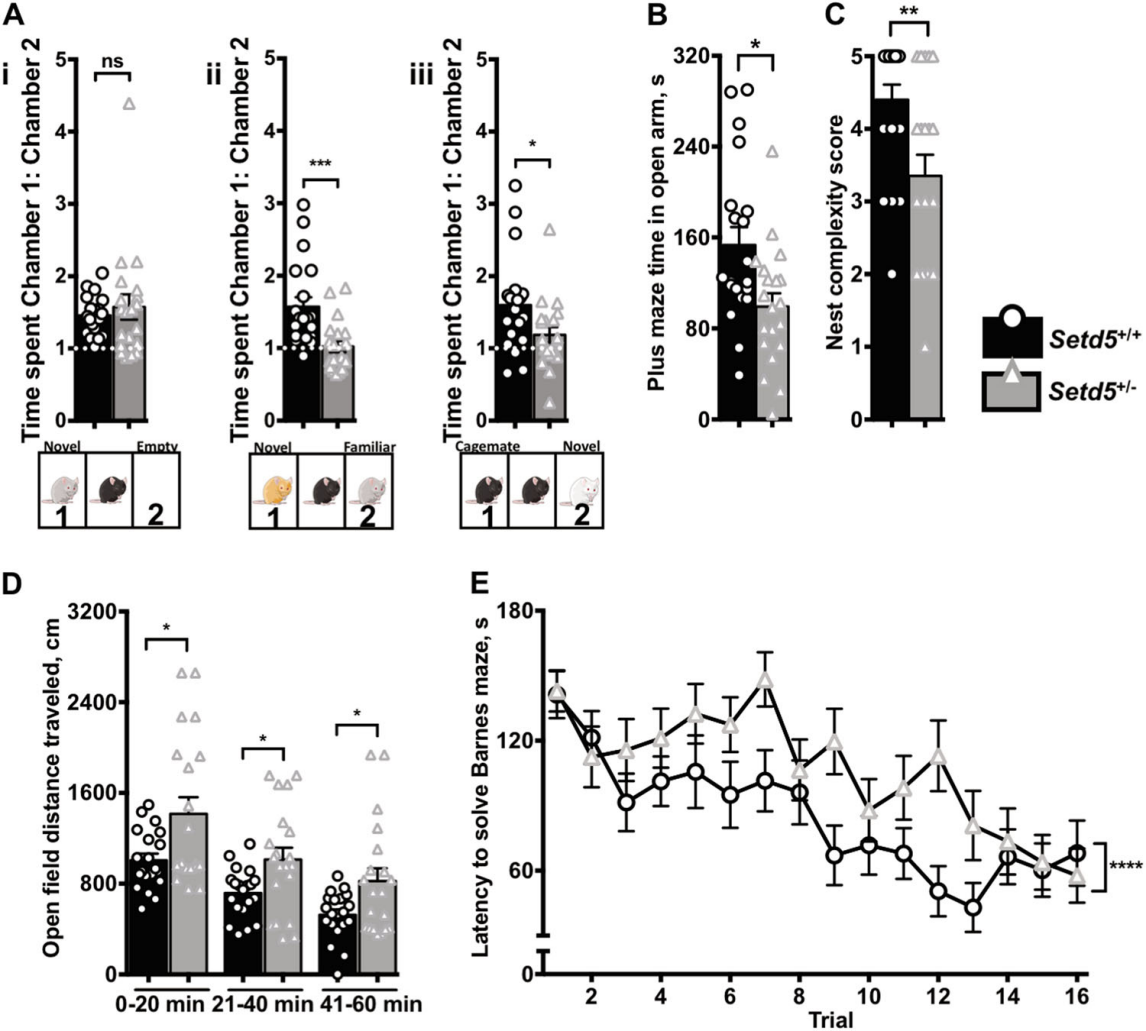
*Setd5*^+/−^ animals display autism-compatible behaviors. Pooled male-female data of behavioral tasks illustrating genotype-dependent differences. **a** (i) 3-chamber social interaction test. Left: No genotype-dependent differences in social approach as measured by ratio of time spent in chamber with novel animal vs. empty chamber (1.457 ± 0.060 vs. 1.575 ± 0.175, *P* = 0.5274, *t*_1,38_ = 0.6379). (ii) Center: Het mice lack normal preference for novel over familiar animal as measured by ratio of time spent in chamber with novel animal vs. familiar animal (1.573 ± 0.130 vs. 1.021 ± 0.078, **P = 0.008, *t*_1,38_ = 3.643). (iii) Het mice lack normal preference for cagemate over novel animal as measured by ratio of time spent in chamber with cagemate animal vs. novel animal (1.599 ± 0.149 vs. 1.187 ± 0.108, *P = 0.031, *t*_1,38_ = 2.24). **b** Het mice spend significantly less time in open arms of elevated plus maze (*P = 0.0112, F_1,36_ = 7.146, DF = 1). **c** Het mice build significantly less complex nests in overnight nest-building task (genotype **P = 0.0074, Mann–Whitney ranked U = 105.5, DF = 1). **d** Het mice are hyperactive in open field (genotype ****P < 10^−4^, F_1,2_ = 18.27, DF = 1). **e** Het mice are impaired on Barnes maze (genotype ****P < 10^−4^, F_1,15_ = 21.8, DF = 21.8). Statistics: *n* = 10 total animals per sex, per genotype; *t-*test of pooled male-female data (**a**, **b**, **d**); Mann–Whitney ranked test (**c**); 2-way ANOVA (**e**). Graphs are representative of pooled male and female data for each genotype, with replicates as individual animals and error bars mean ± SEM

**Table 3:** Complete statistics for behavioral experiments

Behavioral task	Genotype *P*	Genotype F	Sex *P*	Sex F
Sociability	0.5317	0.3989	0.2909	1.149
Social-novelty preference	0.004	15.06	0.0131	6.821
Social-preference	0.0299	5.1112	0.384	0.7768
Elevated plus maze	0.0112	7.146	0.91	0.013
Nest building	0.0071	8.150	0.8296	0.0185
Barnes maze	<0.0001	21.80	0.0002	13.65
Open field	<0.0001	18.27	0.3495	0.8829
Open field time in center	0.0343	4.891	0.0103	7.433

Epileptic activity is a known feature of certain *SETD5* LoF patients^3^. Thus we subjected adult mice to electroencephalogram (EEG) via hippocampal-implanted electrodes to determine whether the animal model recapitulated patient seizures. Neither *Setd5*^+/+^ nor *Setd5*^+/−^ animals showed spontaneous seizure activity (Fig. S8A, B), and no genotype-dependent differences in seizure threshold were detected when sub-convulsive doses of PTZ (pentylenetetrazol) were successively injected prior to recording (*P* *=* 0.6549, Fig. S8C–F).

### Anatomical changes in adult mouse brain by MRI

Region-specific differences in brain volume and connectivity are frequently observed in human ASD patients and animal models by magnetic resonance imaging (MRI)^26,27^. Given that *Setd5*^+/−^ animals recapitulated select behaviors compatible with the human phenotype, anatomical imaging was undertaken to ascertain neuroanatomical-neurobehavioral correlations. Absolute and relative differences in brain volume were calculated by analysis of MRI from adult mouse brains. No difference beyond the FDR *P* < 0.05 was observed in total brain volume (*P* = 0.2606, Fig. 5a), total relative cortical volume (*P* = 0.1910, Fig. 5b), relative amygdala volume (*P* = 0.0471, FDR *P* = 0.21, Fig. 5c), or total relative hippocampus volume (*P* = 0.4131, Fig. 5d). However, when individual subregions were normalized to total brain volume, significant genotype-dependent differences were observed in several specific regions (Fig. 5e). Brain regions whose relative size differences exceeded the false discovery rate (FDR) *P* *=* 0.05 are overlaid in the coronal series (blue = smaller, red = larger, Fig. 5e). For absolute size differences not normalized to total brain volume, see Fig. S9. Specifically, the following autism-relevant brain regions emerged as regions of significant difference in *Setd5*^+/−^ brains beyond the FDR: secondary auditory cortex^28^ (larger, FDR *P* = 0.03), dorsolateral orbital cortex (larger, FDR *P* = 0.01) and frontal association cortex^29^ (larger, FDR *P* = 0.03). In the hippocampus, differences in the CA2 cell layer fell short of statistical significance (FDR *P* = 0.06). A comprehensive list of all subregions is displayed in Supplemental Sheet 3.

**Fig. 5:**
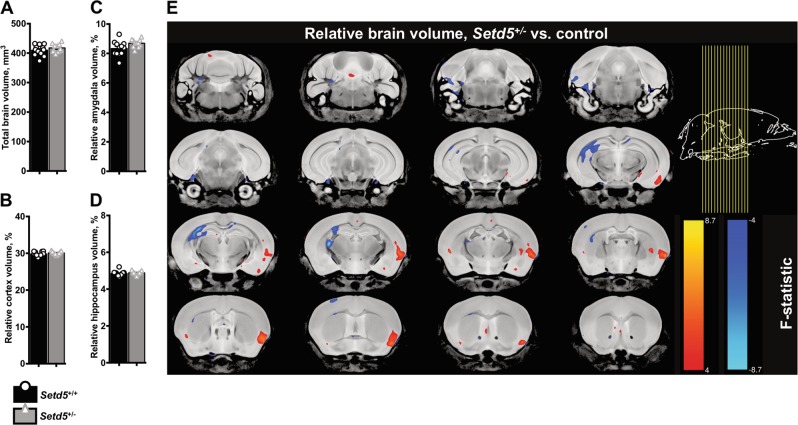
Anatomical differences in brain region volume in Setd5^+/−^ adults. **a** No genotype-dependent difference in brain volume (409.7 ± 5.29 vs. 417.5 ± 4.16 mm^3^, *t*_1,21_ = 1.156, *P* = 0.2606). **b** No genotype-dependent difference in relative cortex volume (29.81 ± 0.16 vs. 30.09 ± 0.13 mm^3^, *t*_1,21_ = 1.35, *P* = 0.1910). **c** Genotype-dependent difference in relative amygdala volume does not exceed FDR (8.331 ± 0.145 vs. 8.693 ± 0.082 percent, *t*_1,21_ = 2.109, FDR *P* = 0.21). **d** No genotype-dependent difference in relative total hippocampus volume (4.842 ± 0.042 vs. 4.885 ± 0.0288 percent, *t*_1,21_ = 0.8351, *P* *=* 0.4131). **e** Coronal series highlighting regional relative size differences with significance exceeding FDR threshold = 0.05 (blue = smaller, red = larger). Statistics: *n* = 12 (wt) or *n* = 11 (het) adult brains as independent replicates, with bars representing mean ± SEM. Brain region size normalized to total brain volume. *t*-test for comparison of group means of 178 brain regions, with statistical significance assigned at F ≥ 4.0, corresponding to FDR *P* ≤ 0.05

### Postnatal brain deficit in CTIP2^+^ cortical layer

We next performed a more detailed anatomical investigation. Evidence of aberrant cortical lamination has been observed in mouse models^17,18^ and proposed in human ASD^7^. To determine whether *Setd5*^+/−^ behavioral abnormalities in adults could be attributed to early lamination defects, we chose P1 and P10 brain sections stained for superficial cortical neuron marker Brn2 (purple) and deep cortical neuron markers Ctip2 (green) and Tbr1 (red)^30,31^ as described previously^17^ (Fig. S10A, B) for the ability to track development of cellular subpopulation composition. Cell layers were measured in images, at least 2 per animal, of coronal sections corresponding to the Allen Developing Mouse Brain Reference Atlas sections 90–140^32^ containing M1, at 30 and 70% from the dorsal midline. In P1 brain sections, no differences in thickness of the deepest or most superficial layers were observed: (TBR1^+^ layer, *P* = 0.9090; BRN2^+^ layer, *P* *=* 0.5906, Fig. S10C, G), although the CTIP2^+^ layer was significantly thinner in *Setd5*^+/−^ sections (144.2 ± 7.78 vs. 113.9 ± 6.25 μm, *P* *=* 0.0055, Fig. S10E). Similarly, in P10 brain sections, no differences in thickness of the deepest or most superficial layers were observed (TBR1^+^ layer, *P* = 0.0945, Fig. 6D; BRN2^+^ layer, *P* *=* 0.0883, Fig. S10G), although the CTIP2^+^ layer was again significantly thinner in *Setd5*^+/−^ sections (214.3 ± 7.11 vs. 178.4 ± 6.99 μm, *P* *=* 0.0012, Fig. S10E). Despite the differences in total layer thickness, no genotype-dependent differences were detected in cell density within the respective cortical layers at P1 or P10 (TBR1^+^ layer, *P* = 0.7481, *P* *=* 0.2191 Fig. S10D; CTIP2^+^ layer, *P* = 0.1064, *P* *=* 0.4667, Fig. S10F; BRN2^+^ layer, *P* *=* 0.5256, *P* *=* 0.1166 Fig. S10H).

## Discussion

*SETD5* has emerged as an intriguing ASD-risk candidate, guiding us to investigate the *Setd5* animal model to shed light on the contributions of this gene to neurodevelopment. Construct validity of the *Setd5* mouse with human ASD patients harboring *SETD5* mutations is of critical significance in extrapolating the findings of the animal model to human ASD etiology.

Findings from our in vitro and in vivo experiments echo published reports of existing animal models of autism and extend those findings at the level of physiology, which in the *Setd5*^+/−^ neurons and brain appear to converge on a picture of cortical hypoconnectivity. Synaptogenesis is impacted in various animal models of autism, from significant decreases in excitatory post-synaptic currents (mESPCs) among CA1 hippocampal neurons in neurexin-1α mice^33^ to increased synaptic density among cortical neurons in Fragile-X mice^34^. Cortical neurons from *Setd5*^+/−^ animals demonstrated reduced excitatory synaptic density. Importantly, this was not attributed to culture heterogeneity, as the CTIP2^+^ proportion of cells was comparable across genotypes in the current study. We observed significantly reduced neuritic outgrowth and soma size in cultured *Setd5*^+/−^ deep-layer cortical projection neurons. These deficits affected cortical layer V neurons positive for CTIP2, a population of cortical subprojection neurons implicated in human ASD pathogenesis^7^, which were found as a point of convergence among distinct ASD-related mutations^35^.

These data were corroborated by the reduced synchrony of network firing in *Setd5*^*+/−*^ cortical neurons. Significant genotype-dependent differences in high-frequency activity were observed over time, with focal differences in both low- and high-frequency activity specifically in the second week in vitro. These findings suggest a critical period of in vitro maturation during the second week in culture, in which control cultures showed both higher and more synchronized network activity, potentially leading to a more mature circuit via activity-dependent synapse formation and a sustained developmental difference persisting into the future.

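Over all cells of each library, limma called 7 of 8137 genes between the genotypes, 3 higher and 4 lower in the *Setd5*+/- libraries. Of the 7, 5 lie on sex chromosomes, namely *Xist* and *Tsix* on the X chromosome and *Ddx3y*, *Eif2s3y* and *Kdm5d* on the Y chromosome. *Xist* averaged 20.6 and 21.5 counts per 10000 in WT3 and WT6 and 0.152 and 0.310 in Het5 and Het9. *Eif2s3y* had 0 UMIs in both *Setd5*+/+ libraries and 583 and 522 in the *Setd5*+/- libraries. With this pattern sex and genotype coincide in these libraries, so a difference between the genotypes may come from either. *Tsix* overlaps *Xist* on the opposite strand, and whether the counting used strand is not given, so its reads cannot be told from those of *Xist*. The other 2 genes were *Setd5* and *Isl1*, which averaged 0.431 and 0.542 against 0.203 and 0.211 counts per 10000 (log2 fold change -0.93, standard error 0.10, adjusted p = 0.0367 from limma with Benjamini-Hochberg adjustment). Without WT6 or without Het9, *Isl1* was not past the threshold (log2 fold change -0.79 and -0.95). It marks cluster 7, which took 3.65% and 7.16% of the *Setd5*+/+ libraries and 2.16% and 4.64% of the *Setd5*+/- libraries. At an unadjusted p under 0.05 there were 353 genes, of 8137 tested. Without Het5 the count of called genes was 34, and without WT3 it was 12. Data were simulated from the mean of the *Setd5*+/+ libraries and the depths of all, with a coefficient of variation between libraries fixed at 0.1. This fixed spread need not hold for the real libraries, so the shares below set no bound on them. Among changed genes over the filter, the same test recovered 96.8% of those changed by 1 on the log2 scale and 32.3% of those changed by 0.5 over all cells. For cluster 6 it recovered 23.7% and 1.02%, so that a change of this size in a small cluster would often be missed.
Of the 16 genes named for cluster 3, limma called 3 in cluster 6, 10 in cluster 4, 2 in cluster 9, 14 in the closest cluster, which was drawn with these genes, and 1 over all cells. By differential expression, the paper reports a subtle effect on 1 subpopulation of cells.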

Our transcriptomic analysis identified a subtle effect of *Setd5* haploinsufficiency on a specific cellular subpopulation in the developing brain, as assessed by differential gene expression in *Setd5*^+/−^ cortical neuronal cells. At the level of bulk RNA-Seq, downregulation of genes related to extracellular matrix organization was observed. A number of genes involving collagen synthesis, which is known to be dysregulated in models of ASD^36^, were also downregulated. Interestingly, the majority of these neurodevelopmental downregulated genes affected by *Setd5*^+/−^ occurred in cluster 3, a population of cells characterized by expression of inhibitory interneuron markers *Dlx1/Dlx2*^37^ and *Cdca7*, a gene that regulates intermediate progenitor production in the developing brain^38^. 

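The levels of *Dlx1*, *Dlx2* and *Cdca7* were compared between rebuilt clusters and between genotypes. *Dlx1* (chromosome 2, 71528113 to 71533981 of GRCm38) averaged 8.21 counts per 10000 in cluster 6, against 6.73 in cluster 3 (cycling), 6.52 in cluster 4 and 0.116 in cluster 0. A UMI of *Dlx1* was found in 88.6% of the cells of cluster 6 (median depth 5551 UMIs) and in 5.51% of those of cluster 0 (excitatory neuron-like, median depth 5705), which should lack it. *Dlx2* averaged 7.94 in cluster 6, 8.18 in cluster 3 and 8.01 in cluster 4, so *Dlx1* and *Dlx2* marked these 3 clusters rather than 1. *Cdca7* (chromosome 2, 72476159 to 72486893) averaged 5.58 counts per 10000 in cluster 6, 4.92 in cluster 3, 2.52 in cluster 4 and 0.114 in cluster 0.
Between genotypes within cluster 6, *Dlx1* averaged 8.72 and 7.74 in WT3 and WT6 and 8.28 and 8.38 in Het5 and Het9 (log2 fold change 0.02, standard error 0.11, adjusted p = 0.997 from limma with Benjamini-Hochberg adjustment). *Dlx2* changed by 0.06 (standard error 0.13, adjusted p = 0.986). Neither difference exceeded the spread between libraries, and both changed sign when single libraries were left out. *Cdca7* had 5.32 and 4.60 against 5.74 and 7.51 counts per 10000 there. Over all cells *Dlx1* averaged 2.36 and 2.23 against 1.95 and 1.63 (log2 fold change -0.35, adjusted p = 0.739), a mean that also depends on how many cells of each cluster a library holds.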

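*Nnat* (chromosome 2, 157560078 to 157562522 of GRCm38) averaged 20.8 and 21.9 counts per 10000 in WT3 and WT6 and 17.5 and 14.6 in Het5 and Het9 in cluster 6. The log2 fold change was -0.41 (standard error 0.099, adjusted p = 0.156 from limma with Benjamini-Hochberg adjustment), and it lay between -0.54 and -0.29 with each library left out. Its means in the closest cluster were 45.3 and 45.7 against 33.9 and 22.7 (log2 fold change -0.71, standard error 0.12, adjusted p = 0.00951), with -0.42 without Het9 and -1.0 without Het5. In the 516 of that cluster's 648 cells left without the 2 sub-clusters of highest *Nnat*, which had under 5 cells in a library, it changed by -0.19 with the other 5 sub-clusters weighted alike in every library and by -0.07 without weights. Over all cells it averaged 22.1 and 23.0 against 19.6 and 19.0 (log2 fold change -0.23, standard error 0.049, adjusted p = 0.528). In cluster 6, in the closest cluster and over all cells both *Setd5*+/- libraries lay below both *Setd5*+/+ libraries.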

Significant downregulation of *Nnat* expression, involved in neuronal intracellular calcium signaling^39^, could connect to our finding of reduced calcium transient synchrony in *Setd5*^+/−^ cells. *Cdkn1c*, encoding cell cycle regulator p57, mediates cortical neurogenesis^40^ and was also significantly downregulated in the *Setd5*^+/−^ cells. 

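*Cdkn1c* (chromosome 7, 143458339 to 143461050 of GRCm38) had the largest fall of the 16 named genes in cluster 6. It averaged 9.01 and 5.25 counts per 10000 in WT3 and WT6 and 1.33 and 0.486 in Het5 and Het9, from 387, 414, 100 and 22 UMIs. The log2 fold change was -2.93 (standard error 0.26, adjusted p = 8.43e-08 from limma with Benjamini-Hochberg adjustment), and limma called it with each library left out (-3.57 to -2.29). The rank-sum test over cells did not call it in cluster 6 (Bonferroni-adjusted p of 1), where 27.9% of *Setd5*+/+ and 21.0% of *Setd5*+/- cells had a UMI of the gene. Its means in the closest cluster were 6.64 and 4.72 against 1.52 and 0.488 (log2 fold change -2.55, adjusted p = 1.98e-04). In the 516 of that cluster's 648 cells in the 5 sub-clusters with at least 5 cells in every library, the change was -2.51 with these weighted alike and -2.66 without weights. That test gave a Bonferroni-adjusted p of 0.0531 in the closest cluster, with a UMI of the gene in 39.7% of *Setd5*+/+ and 25.5% of *Setd5*+/- cells. Over all cells it averaged 2.03 and 2.13 against 1.67 and 1.52 (log2 fold change -0.37, standard error 0.067, adjusted p = 0.323).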

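*Malat1* (chromosome 19, 5795690 to 5802672 of GRCm38) averaged 128 and 139 counts per 10000 in WT3 and WT6 and 117 and 119 in Het5 and Het9 in cluster 6. Both *Setd5*+/- libraries lay below both *Setd5*+/+ libraries, but the log2 fold change of -0.18 (standard error 0.064, adjusted p = 0.73 from limma with Benjamini-Hochberg adjustment) was not past the threshold. The closest cluster had 207 and 234 against 162 and 141 (log2 fold change -0.54, standard error 0.068, adjusted p = 5.49e-04). In the 516 of that cluster's 648 cells in the 5 sub-clusters with at least 5 cells in every library, the change was -0.10 with these weighted alike and -0.09 without weights. In cluster 4 it was 318 and 414 against 360 and 361 (log2 fold change -0.01, adjusted p = 0.998), and over all cells 261 and 280 against 258 and 266 (log2 fold change -0.05, adjusted p = 0.994), where the libraries of the genotypes overlapped.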

*Malat1*, a long non-coding RNA (lncRNA) that was significantly downregulated in the *Setd5*^+/−^ cells, contributes to neurite outgrowth through the MAPK pathway during neuronal differentiation^41^ and could connect to our findings of neurite outgrowth restriction in *Setd5*^+/−^ neurons. Further analysis of *Setd5* deletion in specific cell types will elucidate the significance of *Setd5*-mediated transcriptomic abnormalities in the developing brain.

Extensive anatomical imaging data are available for both human ASD patients and genetic animal models. The most recent mega-analysis of human ASD MRI data found consistently decreased volume of the putamen, amygdala, and nucleus accumbens; and increased frontal but decreased temporal cortex thickness^42^. *Setd5*^+/−^ brains showed no evidence of overall macrocephaly, although significant volume differences were observed in several ASD-implicated brain subregions including regions of frontal cortex important for learning. An MRI analysis of 26 mouse models found consistent abnormalities of parieto-temporal and frontal lobes, cerebellar cortex, hypothalamus, and striatum, clustering the known models into three groups based on correlated size changes in distinct brain regions^26^. *Setd5*^+/−^ brains lacked the hallmarks of Ellegood et al.’s Group 1 (increased large white matter tract size) and Group 3 (decreased frontal cortex size) and thus may cluster approximately in Group 2 (decreased hippocampal size)^26^. These data provide an interesting insight into the downstream neuroanatomical consequences of *Setd5* haploinsufficiency, though it is premature to claim a causal relationship with observed behavioral phenotypes as the studies were not conducted in identical animals (i.e., correlating an individual animal’s behavior results with postmortem MRI analysis)^17^.

The *Setd5*^+/−^ adult animal demonstrated features compatible with human ASD, including those manifest by *SETD5* LoF human patients^3,4^. The three-chambered test of social interaction captures differences in social interaction preferences in numerous animal models of ASD^24^. Although *Setd5* het animals had normal social approach tendency, when faced with the task of discriminating between a familiar versus unfamiliar conspecific, mutant animals showed no preference for novel versus familiar, in contrast to controls. This pattern differs from other animal ASD models in that reduced sociability and lack of preference for social novelty were frequently observed together, including in the *Nlgn4, Slc6a4*, and *Gabrb3* models^24^, thus pointing to a more specific deficit in social recognition, rather than globally impaired socialization in the *Setd5*^+/−^ animals. The Barnes maze task detected a mild cognitive and spatial learning deficit in *Setd5*^+/−^ animals, a behavioral domain implicated in other ASD models^43^. Finally, the open field test revealed hyperactivity consistent with other mouse ASD models^44^, although the reduced thigmotaxis evidenced by increased time in the central area of the chamber, differed from other ASD models^45,46^.

In conclusion, we report here a new animal model for ASD, with autism-compatible CNS phenotypes at the cellular, network, and behavioral levels. Importantly, the animal model has validity with observed human ASD patients harboring *SETD5* mutations. The present model suggests that *Setd5* haploinsufficiency has a negative impact on early brain development, potentially through aberrant gene expression in select neuronal subpopulation(s) that contributes downstream to functionally hypoconnected cortical networks and behavioral abnormalities. Our data yield novel insights into the pathogenic basis for *SETD5* LoF ASD patients and provide a model for investigating the contribution of ASD susceptibility genes.

## Supplementary information

Figure S1

Supplemental Sheet 1

Supplemental Sheet 2

Supplemental Sheet 3

## Data Availability

The datasets generated during and/or analyzed during the current study are available from the corresponding author on reasonable request.

## References

[1] Pinheiro I (2012). Prdm3 and Prdm16 are H3K9me1 methyltransferases required for mammalian heterochromatin integrity. Cell.

[2] Osipovich AB, Gangula R, Vianna PG, Magnuson MA (2016). Setd5 is essential for mammalian development and the co-transcriptional regulation of histone acetylation. Development.

[3] Fernandes, I. R. et al. Genetic variations on SETD5 underlying autistic conditions. *Dev. Neurobiol*. **78**, 500–518 (2018).10.1002/dneu.2258429484850

[4] Grozeva D (2014). De novo loss-of-function mutations in SETD5, encoding a methyltransferase in a 3p25 microdeletion syndrome critical region, cause intellectual disability. Am. J. Hum. Genet..

[5] Kuechler A (2015). Loss-of-function variants of SETD5 cause intellectual disability and the core phenotype of microdeletion 3p25.3 syndrome. Eur. J. Hum. Genet..

[6] Pinto D (2014). Convergence of genes and cellular pathways dysregulated in autism spectrum disorders. Am. J. Hum. Genet..

[7] Stoner R (2014). Patches of disorganization in the neocortex of children with autism. N. Engl. J. Med..

[8] Zhang Y (2014). An RNA-sequencing transcriptome and splicing database of glia, neurons, and vascular cells of the cerebral cortex. J. Neurosci..

[9] Fukuda T, Itoh M, Ichikawa T, Washiyama K, Goto Y (2005). Delayed maturation of neuronal architecture and synaptogenesis in cerebral cortex of Mecp2-deficient mice. J. Neuropathol. Exp. Neurol..

[10] Chailangkarn T (2016). A human neurodevelopmental model for Williams syndrome. Nature.

[11] Beaudoin GM (2012). Culturing pyramidal neurons from the early postnatal mouse hippocampus and cortex. Nat. Protoc..

[12] Tabuchi K (2007). A neuroligin-3 mutation implicated in autism increases inhibitory synaptic transmission in mice. Science.

[13] Guyenet, S. J. et al. A simple composite phenotype scoring system for evaluating mouse models of cerebellar ataxia. *J. Vis. Exp*. (2010). http://www.jove.com/index/Details.stp?ID=1787, 10.3791/1787.10.3791/1787PMC312123820495529

[14] Katayama Y (2016). CHD8 haploinsufficiency results in autistic-like phenotypes in mice. Nature.

[15] Crawley JN (2007). Mouse behavioral assays relevant to the symptoms of autism. Brain. Pathol..

[16] Yang, M., Silverman, J. L. & Crawley, J. N. Automated three-chambered social approach task for mice. *Curr. Protoc. Neurosci.***Chapter 8:** Unit 8 26 (2011).10.1002/0471142301.ns0826s56PMC490477521732314

[17] Gompers AL (2017). Germline Chd8 haploinsufficiency alters brain development in mouse. Nat. Neurosci..

[18] de la Torre-Ubieta L, Won H, Stein JL, Geschwind DH (2016). Advancing the understanding of autism disease mechanisms through genetics. Nat. Med..

[19] McCabe AK, Chisholm SL, Picken-Bahrey HL, Moody WJ (2006). The self-regulating nature of spontaneous synchronized activity in developing mouse cortical neurones. J. Physiol..

[20] Manning JR, Jacobs J, Fried I, Kahana MJ (2009). Broadband shifts in local field potential power spectra are correlated with single-neuron spiking in humans. J. Neurosci..

[21] Gleichmann M, Mattson MP (2011). Neuronal calcium homeostasis and dysregulation. Antioxid. Redox Signal..

[22] Schmunk G, Gargus JJ (2013). Channelopathy pathogenesis in autism spectrum disorders. Front. Genet..

[23] Satija R, Farrell JA, Gennert D, Schier AF, Regev A (2015). Spatial reconstruction of single-cell gene expression data. Nat. Biotechnol..

[24] Silverman JL, Yang M, Lord C, Crawley JN (2010). Behavioural phenotyping assays for mouse models of autism. Nat. Rev. Neurosci..

[25] McKinstry SU (2014). Huntingtin is required for normal excitatory synapse development in cortical and striatal circuits. J. Neurosci..

[26] Ellegood J (2015). Clustering autism: using neuroanatomical differences in 26 mouse models to gain insight into the heterogeneity. Mol. Psychiatry.

[27] Yang DY, Beam D, Pelphrey KA, Abdullahi S, Jou RJ (2016). Cortical morphological markers in children with autism: a structural magnetic resonance imaging study of thickness, area, volume, and gyrification. Mol. Autism.

[28] Edgar JC (2015). Auditory encoding abnormalities in children with autism spectrum disorder suggest delayed development of auditory cortex. Mol. Autism.

[29] Sawa T (2013). Dysfunction of orbitofrontal and dorsolateral prefrontal cortices in children and adolescents with high-functioning pervasive developmental disorders. Ann. Gen. Psychiatry.

[30] Zhang J, Jiao J (2015). Molecular biomarkers for embryonic and adult neural stem cell and neurogenesis. Biomed. Res. Int..

[31] Aldiri I (2017). The dynamic epigenetic landscape of the retina during development, reprogramming, and tumorigenesis. Neuron.

[32] Science AIfB. *Allen Developing Brain Reference Atlas*, Allen Institute, Seattle, WA (2008). http://developingmouse.brain-map.org/static/atlas.

[33] Etherton MR, Blaiss CA, Powell CM, Sudhof TC (2009). Mouse neurexin-1alpha deletion causes correlated electrophysiological and behavioral changes consistent with cognitive impairments. Proc. Natl Acad. Sci. USA.

[34] Comery TA (1997). Abnormal dendritic spines in fragile X knockout mice: maturation and pruning deficits. Proc. Natl Acad. Sci. USA.

[35] Willsey AJ (2013). Coexpression networks implicate human midfetal deep cortical projection neurons in the pathogenesis of autism. Cell.

[36] Olde Loohuis NFM (2017). Altered expression of circadian rhythm and extracellular matrix genes in the medial prefrontal cortex of a valproic acid rat model of autism. Prog. Neuropsychopharmacol. Biol. Psychiatry.

[37] Xu Q, Cobos I, De La Cruz E, Rubenstein JL, Anderson SA (2004). Origins of cortical interneuron subtypes. J. Neurosci..

[38] Huang YT, Mason JO, Price DJ (2017). Lateral cortical Cdca7 expression levels are regulated by Pax6 and influence the production of intermediate progenitors. Bmc. Neurosci..

[39] Lin HH (2010). Neuronatin promotes neural lineage in ESCs via Ca(2+) signaling. Stem Cells.

[40] Pfurr S (2017). The E2A splice variant E47 regulates the differentiation of projection neurons viap57(KIP2) during cortical development. Development.

[41] Chen L (2016). Long non-coding RNA Malat1 promotes neurite outgrowth through activation of ERK/MAPK signalling pathway in N2a cells. J. Cell. Mol. Med..

[42] van Rooij, D. et al. Cortical and subcortical brain morphometry differences between patients with autism spectrum disorder and healthy individuals across the lifespan: results from the ENIGMA ASD working group. *Am. J. Psychiatry***175**, 359–369 (2017).10.1176/appi.ajp.2017.17010100PMC654616429145754

[43] Blundell J (2010). Neuroligin-1 deletion results in impaired spatial memory and increased repetitive behavior. J. Neurosci..

[44] Peier AM (2000). Over)correction of FMR1 deficiency with YAC transgenics: behavioral and physical features. Hum. Mol. Genet..

[45] Dachtler J (2014). Deletion of alpha-neurexin II results in autism-related behaviors in mice. Transl. Psychiatry.

[46] Hiramoto T (2011). Tbx1: identification of a 22q11.2 gene as a risk factor for autism spectrum disorder in a mouse model. Hum. Mol. Genet..

How the deposited data were processed for this re-analysis (not part of the article)

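Single-cell RNA-Seq of CD24+ CD45- cortical cells from 2 *Setd5*+/+ and 2 *Setd5*+/- fetuses at E18.5 was analysed. The values deposited by the authors are natural log values, ln(1 + counts per 10000 UMIs of the cell), made with Cell Ranger 2.1 and Seurat 2.3.0 on mm10 per the submitters' processing notes. The aligner settings, the annotation, the use of strand and the limits on cells are not given in the sources used here. The table holds 16600 genes, 28 of them at 0 in every cell, and 6562 cells with 1258 to 14996 UMIs. From it, whole UMI counts were recovered by dividing the values, taken out of the log, by the lowest one in the cell. The libraries held 8205330 to 11742956 UMIs. Prefixes of the cell names give the genotype of each library. They carry no replicate number shared with the sample labels, so the libraries are named by prefix. Gene coordinates are those of GENCODE M21 on GRCm38. The bulk RNA-Seq, imaging and behavioral data were not analysed here.

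Cells with at least 200 detected genes were used, which left out 0 cells. The clustering used 2000 variable genes, 20 principal components, 20 nearest neighbors and Leiden clustering at resolutions from 0.1 to 2 in steps of 0.1, and the lowest one with a number of clusters closest to 14 was kept. The 16 genes named for cluster 3 in the text or Fig. 3d and *Setd5* were left out of the variable genes. A paper cluster was matched to the rebuilt cluster with the most of its genes from Supplemental Sheet 2 among the 50 leading genes. Between genotypes, limma (with a trend of the variance on the mean) was run on log2(mean counts per 10000 of the library + 0.1), for genes with a mean over the 4 libraries of at least 0.1 and clusters with at least 20 cells in every library, with Benjamini-Hochberg adjustment and a threshold of 0.05. The tests had been planned for raw counts. The plan set limma on log values for a file of log-normalized values, and this was followed although whole UMIs could be recovered. The recovered UMIs, summed per library, were used with limma as an alternative, and no count model was fitted to them. Shares of cells were planned for a test of cell counts and were compared instead with limma on the log2 odds and with the exact two-sided permutation test. A two-sided rank-sum test over cells was run for genes found in at least 10% of the cells of either genotype with an absolute natural-log fold change of at least 0.25. It used Bonferroni adjustment over all genes. The sets of extracellular matrix genes were tested with fry of limma.

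The genes named in the text were fixed before the data were examined. They are the 16 genes of cluster 3, *Setd5*, *Dlx1* and *Dlx2*, the 5 genes of largest change among those called and separated in each comparison, the extracellular matrix genes of Supplemental Sheet 1, the 5 leading genes of each cluster, 5 sex genes and the cell type markers. The values in the paper's tables and figures had been seen. Genes outside this rule are named where a count is small, and then were chosen after their values were seen. The tests and their alternatives were also set before the data were examined, except those named in the closing section.

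The alternatives were pseudocounts of 0.01 and 1, no filter on low values, each library left out in turn, resolutions 0.3 lower and higher, the changed genes kept in clustering, cells with 500 genes and under 5% mitochondrial UMIs, doublets called by Scrublet removed, cells thinned to 3000 UMIs, assignment by marker score and cells as replicates. On simulated data at the size of the closest cluster, limma recovered 37.1% of the genes over the filter changed by 1 on the log2 scale. It recovered 3.23% of those changed by 0.5, and made 1 false call over all cells. The limits of the rank-sum test over cells, applied to simulated cells, left 42 genes there. It recovered 35% and 6% of all genes changed by 1 and by 0.5, where limma recovered 36% and 3% of all changed genes. The simulation for limma drew each library around a common mean with a fixed spread. That for the rank-sum test drew cells with no spread between libraries, so the recoveries of these tests cannot be compared. Neither simulation sets a bound on these libraries. The software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2, scanpy 1.11.5 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 and Seurat 5.3.0.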

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

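The tests on *Setd5* across labels and on *Xist* within clusters 10 and 12, together and each alone, were chosen only after the results were seen.

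Genes of the sex chromosomes, which the paper does not discuss, separated the genotypes. Outside clusters 10 and 12, *Xist*, the X-linked RNA made by the inactive X, averaged 21.3 and 22.1 counts per 10000 in WT3 and WT6, and Het5 and Het9 had 3 and 7 UMIs of it. The Y-linked genes had levels of 0.508 and 0.489 (*Ddx3y*), 0.592 and 0.705 (*Eif2s3y*), 0.231 and 0.237 (*Kdm5d*) and 0.193 and 0.180 (*Uty*) in Het5 and Het9. In WT3 and WT6, 1 UMI of *Ddx3y* was found and none of the others. Over all cells, 5 of the genes called by limma lie on X or Y. This is the pattern of 2 female *Setd5*+/+ and 2 male *Setd5*+/- fetuses. Genes that escape X inactivation should then be lower in the *Setd5*+/- libraries. Of those listed, 5 were in the fit with no filter on low values, and their median log2 fold change was -0.41 (-0.43 to -0.17). None of them was called by itself (lowest adjusted p = 0.299 from limma, for *Eif2s3x*). A mislabelled library is argued against by *Setd5*, whose level in the higher *Setd5*+/- library was 0.546 of that in the lower *Setd5*+/+ library. Differences in depth cannot give 0 UMIs of 3 Y-linked genes in 2 libraries. The sex of the fetuses is not given in the sources used here. In these libraries sex and genotype coincide, so a difference between them may come from either, and no test on these 4 libraries can separate them.

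The same 56 cell barcodes occur in all 4 libraries, which together hold 224 cells (3.41%) with them. Of these cells, 140 lie in cluster 10 (melanocyte-like) and 84 in cluster 12 (immune cell-like), and 0 among the 6310 cells elsewhere, where 38 cells share a barcode with 1 other library. In 672 of 672 comparisons (100%), the cell of the same barcode was the most similar one in the other library, against 2.71% and 3.97% by chance in the 2 clusters. The cells of the fetuses themselves should differ in *Xist* as elsewhere, but its ratio between *Setd5*+/- and *Setd5*+/+ libraries was 1.29 in these clusters together (0.936 in cluster 10 and 1.10 in cluster 12), against 2.70e-04 in the others. The sort against CD45 would also remove immune cells. A candidate explanation is reads of 1 other sample present in all 4 libraries. Which step brought them was not tested.

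In cluster 10, *Setd5* in the *Setd5*+/- libraries was 114% of that in the *Setd5*+/+ libraries (1.19 and 1.21 counts per 10000 against 0.962 and 1.14), while it was lower in both *Setd5*+/- libraries in clusters 0 to 9. The difference between clusters was not tested. Since 100% of the barcode comparisons matched, the cells of cluster 10 may be the same cells in every library, in which no genotype effect would be seen. Without the shared barcodes, *Setd5* over all cells was 48.7% of the *Setd5*+/+ level.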

How the results depend on the processing

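Chosen only after the data were seen were the closest cluster and every value in it, the tied clusters together, X and Y genes left out of clustering, summed UMIs, Benjamini-Hochberg adjustment with cells as replicates, leaving out libraries for shares, and leaving out shared barcodes.

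In the counterpart of cluster 3, 10 genes were called. With no filter there were 18 (10 shared), and by marker score 64 (9 shared). Under 3 alternatives the counterpart was nearly all other cells, so these counts are of another population. It shared 4 cells with cluster 6 with 500 genes and under 5% mitochondrial UMIs (16 calls, 5 shared), 6 with the changed genes kept in clustering (33 calls, 7 shared) and 6 at a resolution 0.3 lower (7 calls). The tied clusters together had 26 (8 shared) and the closest cluster 50 (9 shared), or 74 with pseudocount 1 and 26 with cells as replicates. Cells as replicates gave 6, and 34 with Benjamini-Hochberg adjustment. Leaving out libraries gave 7 (without Het9) to 17 (without Het5). The other settings gave 7 to 15. The closest cluster's 50 became 13 with pseudocount 0.01, 15 with no filter, 26 with cells as replicates, and 23 (without WT3) to 236 (without Het5) with libraries left out, where all 50 stayed called without Het5. Except for the filter and the libraries left out, which change what is tested, the cause was not tested.

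Over all cells the 7 calls became 6 (without WT6) to 34 (without Het5), and 12 without WT3. Without Het5, 64.7% of calls were higher in the *Setd5*+/- library, against 42.9% with all libraries, and 62.5% were higher with no filter. Summed over clusters, 99 calls became 107 (without WT3) to 335 (without Het5), and 398 with cells as replicates and Benjamini-Hochberg adjustment. They were 74 with pseudocount 0.01, 82 with summed UMIs and 78 with cells as replicates. The cluster with the most calls was cluster 4 (26). It was cluster 9 with no filter (25), without WT3 (21), without Het5 (70) and with that adjustment over cells (139), cluster 7 without Het9 (43), and clusters 4 and 5 alike without WT6 (24). The cause was not tested.

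*Cadm1* in the counterpart went from -0.52 (without Het5) to 0.29 (without Het9), and was also above 0 without WT6 (0.15). *Dlx1* there went from -0.0649 (without WT6) to 0.10 (without WT3), with -0.0315 from summed UMIs, -0.0071 with X and Y genes left out of clustering, -0.0437 by marker score and -0.093 in cells thinned to 3000 UMIs. *Dlx2* went from -0.13 (without Het9) to 0.25 (without Het5), with -0.03 without WT6. In the closest cluster *Dlx1* went from -0.0169 (without Het9) to 0.10 (without Het5). The mean of the extracellular matrix genes (-0.03 with all libraries) went from -0.13 (without WT3) to 0.0614 (without WT6), and was 0.04 without Het9. None of these passed the threshold under these settings, and the cause was not tested. Resolution 0.3 lower gave 7 clusters, by its construction.

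The fall of *Setd5* over all cells kept its direction and stayed called under every alternative run (-0.99 to -0.44). The share of the counterpart was lower under every alternative run (-5.54 to -0.41 percentage points), in 3 of them for the other cells named above, and no cluster's share was called. Of 282 values of single genes in the counterpart under alternatives, 221 kept their direction and side of the threshold, 48 passed it, 11 no longer did and 2 reversed, not counting *Dlx1* and *Dlx2*.

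No paired analysis was possible because the cell names carry no replicate number shared with the labels. The alternatives set beforehand with other normalizations and tests of raw counts (size factors with a Wald test, no scaling factors, the count filter, the replicate number as a block) were not run, because the design set limma for a file of log-normalized values. The recovered UMIs would have allowed them, so how a count model would move these results stays open. Depth limits rare genes: *Fgf15* had 3, 18, 5 and 0 UMIs in the counterpart in WT3, WT6, Het5 and Het9.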

Differences from the paper's values

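The closest cluster, and its use with pseudocount 1 or with cells as replicates, was chosen after seeing the values.

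The paper gives 2269 to 2645 cells per *Setd5*+/- fetus, and the deposited table holds 1445 and 1710. For the *Setd5*+/+ fetuses it gives 2066 to 2858 against 1453 and 1954, also fewer but within 1.5 times, the limit used for cell numbers. The alternative with 500 genes and under 5% mitochondrial UMIs and the one without doublets also leave fewer.

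The paper does not name the test behind its adjusted P values for single cells. Its statistics section gives the *t*-test or ANOVA as the general choice, without mention of single cells. The values here take libraries as replicates, in a rebuilt cluster that need not hold the same cells. In cluster 3 the paper's adjusted P is 0.0080 for *Abracl* against 0.235 here, 0.0155 against 0.503 for *Nr2f1*, 0.0503 against 0.660 for *Cdca7*, 0.0008 against 0.73 for *Malat1* and 0.0016 against 0.985 for *Cadm1*. It is 0.0080 against 0.948 for *Pnoc* (1 UMI in cluster 6, under the filter, so this value is from the fit with no filter), 0.0084 against 0.544 for *Kitl*, 0.0161 against 0.165 for *Efna5* and 0.0318 against 0.156 for *Nnat*. Where the paper gives only a bound, it is under 1e-09 against 0.0560 here for *Ccnd2*, under 1e-08 against 0.00366 for *Zic1*, under 1e-05 against 1.23e-04 for *Zic4*, and under 1e-05 against 0.857 for *Fgf15*. Of the alternatives set before the data were examined, assignment by marker score brought *Nr2f1* and *Pnoc* within 1.5 times the paper's value, and the others brought none. Of those chosen after seeing the values, the tied clusters together did so for *Kitl* and *Efna5*, and the closest cluster for *Abracl*, *Malat1*, *Kitl* and *Efna5*. The closest cluster did so for *Nr2f1* with pseudocount 1, and for *Malat1*, *Pnoc* and *Efna5* with cells as replicates.

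The log2 fold changes in Fig. 3d, read by eye, are larger in size than here for *Ccnd2* (about 0.73 against 0.46), *Abracl* (about 0.57 against 0.37), *Malat1* (about -0.56 against -0.18), *Cadm1* (about -0.64 against -0.12) and *Nnat* (about -0.67 against -0.41). They are smaller in size in Fig. 3d, read by eye, for *Zic1* (about -1.2 against -1.59), *Zic4* (about -0.95 against -2.16), *Cdkn1c* (about -1.7 against -2.93), *Kitl* (about -0.5 against -1.16), *Isl1* (about -0.58 against -1.02) and *Efna5* (about -0.46 against -1.03). *Fgf15* and, fitted with no filter, *Efnb3* lay within 1 standard error. Of the alternatives set before the data were examined, pseudocount 1 and cells as replicates brought *Zic4*, *Kitl*, *Isl1* and *Efna5* within it. The lower resolution did so for *Ccnd2*, *Cadm1* and *Isl1*, changed genes kept in clustering for *Ccnd2*, *Cdkn1c* and *Cadm1*, and the limit of 500 genes for *Cdkn1c*, but there the counterpart shared only 6, 6 and 4 cells with cluster 6. So did marker score for *Ccnd2*, *Cadm1* and *Nnat*, doublets removed for *Zic1*, and thinned cells for *Zic1* and *Isl1*. Without WT3 these were *Zic1* and *Isl1*, without Het5 *Ccnd2* and *Cadm1*, and without Het9 *Kitl* and *Isl1*. Pseudocount 0.01, no filter, the higher resolution and leaving out WT6 brought none of the 11. Of those chosen later, X and Y genes left out of clustering brought *Zic1*, the tied clusters *Ccnd2* and *Cadm1*, and the closest cluster *Ccnd2*, *Abracl*, *Malat1*, *Cadm1* and *Nnat*.

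The closest cluster reached all 13 folds of Fig. 3d with pseudocount 1 (largest difference 0.148) and with cells as replicates (0.0817), a scale set by adding 1 before the log and chosen after seeing the values. On that scale, over cells, the folds were 0.73 (*Ccnd2*), 0.55 (*Abracl*), -1.22 (*Zic1*), -0.94 (*Zic4*), -1.04 (*Fgf15*), -1.64 (*Cdkn1c*), -0.54 (*Malat1*), -0.56 (*Cadm1*), -0.54 (*Kitl*), -0.59 (*Isl1*), -0.48 (*Efna5*), -0.45 (*Efnb3*) and -0.63 (*Nnat*). With cells as replicates *Cdkn1c*, *Cadm1* and *Nnat*, which the paper reports as changed, were not called (Bonferroni-adjusted p = 0.0531, 0.0802 and 0.126 from the rank-sum test). *Cdca7* was called by it (0.00914) and in no other setting except the closest cluster without Het5. Every other one of the 16 genes was called in the counterpart of cluster 3 by limma under at least 1 alternative.

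In Supplemental Sheet 2, 27.7% of cells inside cluster 3 have *Zic1*, against 13.3% in cluster 6. A share counted as the same within 1.5 times or within the standard deviation of the 4 libraries. *Zic1* came within this when the changed genes were kept in clustering and with the limit of 500 genes (mostly other cells), by marker score, and, chosen after seeing the values, in the tied clusters together and the closest cluster. At either other resolution, with doublets removed, or with X and Y genes left out of clustering it did not. The remaining 19 percentages inside and all 20 outside were within it.

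The paper states that cluster 3 had the most differentially expressed genes. By limma its counterpart had 10, under cluster 4 (26) and cluster 5 (12) and equal to cluster 9 (10). Without the genes placed on X or Y, cluster 4 had 20, the counterpart and cluster 5 had 6 each, and cluster 9 had 5. Of the calls in cluster 5, 4 were globin genes. Cluster 4 tied with cluster 6 as counterpart and gave 252 of the 648 cells of the closest cluster, with which it shared 19 of its 26 calls. The closest cluster had the most in its own clustering, both by limma (50) and by the rank-sum test over cells (26). All 16 named genes went in the paper's direction in the counterpart and the closest cluster, but the list was chosen on these samples, the closest cluster was drawn with these genes, and the direction of *Pnoc* in the counterpart rests on 1 UMI.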

Other observations

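The test on *Xist* within clusters 10 and 12, the closest cluster in which several tests were run, the comparison without weights, and the choice of genes not named in the paper's text came only after the results were seen.

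Over all cells, 71.4% of the genes called by limma lie on X or Y, as the sex of the fetuses would give. Among the genes called by the rank-sum test over cells in the closest cluster it was 19.2%, which neither excludes nor shows a part of sex, since autosomal genes can also differ between the sexes. That test called 26 genes between the genotypes and 10 in the highest of the other ways to divide the 4 libraries into pairs. Only 3 such divisions exist, too few for a share under 0.05. The number of cells in a cluster does not account for its lead in that clustering. With 100 cells per library and cluster, over 20 draws, a median of 15 genes (9 to 23) was called in the closest cluster, and the highest of the other clusters had 8 (at most 9 in a draw), among 6 clusters with enough cells. With 20 cells per library its median was 1, no higher than that of other clusters, so at that number the lead is not seen.

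*Zic1*, *Zic4* and *Fgf15* were lower in the *Setd5*+/- libraries of the closest cluster. All 3 belong to the marker list for septal or medial subpallium that was fixed before the data were examined, so they mark a region. Limma also called *Zic1* and *Zic4* in cluster 9 (radial glia-like). Free RNA in the droplets would lower them in every cell type, but their summed fall in the excitatory neuron-like cluster 0 was 0.00112 of that in the closest cluster. Fewer cells of 1 subtype might account for part of it. Among its 7 sub-clusters, 1 with 12.8 counts per 10000 of *Zic1* took 21.2% and 21.9% of the *Setd5*+/+ cells and 11.9% and 0.893% of the *Setd5*+/- cells (17 and 1 cells). Over the 5 sub-clusters with enough cells in every library (516 cells), weighted alike in every library, the mean log2 fold change of the 3 genes was -1.41 against -2.46 in the whole cluster, a ratio of 0.576. In the same 516 cells without weights it was -1.46, so nearly all of the difference comes from leaving out the 2 sub-clusters with the highest *Zic1*, and not from the weights. These fell out because Het9 had 1 and 0 cells in them, and Het5 had 3 in the latter, which the change itself may decide. A change within cells and a change in their makeup therefore cannot be told apart here.

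Several called genes are not named in the paper's text, and they were chosen after their values were seen. *Meg3*, a non-coding RNA, averaged 8.20 and 6.94 against 3.24 and 2.42 counts per 10000 in cluster 6 (log2 fold change -1.40, adjusted p = 1.18e-06 from limma). In cluster 5 (radial glia-like), 4 globin genes were among the 12 called, and globin RNA is abundant in the erythroid-like cluster. No explanation was tested for either.

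The 11 extracellular matrix genes of Supplemental Sheet 1, a bulk RNA-Seq comparison, had a mean log2 fold change of -0.03 over all cells here, with 3 higher and 8 lower (p = 0.834 from fry of limma, where an exact permutation test of 2 against 2 libraries can give none under 0.33). By fry, the 3 of them over the filter gave 0.937. The others had means under 0.1, so most lie at levels where these cells give few UMIs.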
